# Tumor-Associated Neutrophils Dampen Adaptive Immunity and Promote Cutaneous Squamous Cell Carcinoma Development

**DOI:** 10.3390/cancers12071860

**Published:** 2020-07-10

**Authors:** Sokchea Khou, Alexandra Popa, Carmelo Luci, Franck Bihl, Aida Meghraoui-Kheddar, Pierre Bourdely, Emie Salavagione, Estelle Cosson, Alain Rubod, Julie Cazareth, Pascal Barbry, Bernard Mari, Roger Rezzonico, Fabienne Anjuère, Veronique M. Braud

**Keywords:** neutrophils, cutaneous squamous cell carcinoma, PD-1, PD-L1, gene expression profile

## Abstract

Cutaneous squamous cell carcinoma (cSCC) development has been linked to immune dysfunctions but the mechanisms are still unclear. Here, we report a progressive infiltration of tumor-associated neutrophils (TANs) in precancerous and established cSCC lesions from chemically induced skin carcinogenesis. Comparative in-depth gene expression analyses identified a predominant protumor gene expression signature of TANs in lesions compared to their respective surrounding skin. In addition, in vivo depletion of neutrophils delayed tumor growth and significantly increased the frequency of proliferating IFN-γ (interferon-γ)-producing CD8+ T cells. Mechanisms that limited antitumor responses involved high arginase activity, production of reactive oxygen species (ROS) and nitrite (NO), and the expression of programmed death-ligand 1 (PD-L1) on TAN, concomitantly with an induction of PD-1 on CD8^+^ T cells, which correlated with tumor size. Our data highlight the relevance of targeting neutrophils and PD-L1-PD-1 (programmed death-1) interaction in the treatment of cSCC.

## 1. Introduction

Cutaneous squamous cell carcinoma (cSCC) is the second most common non-melanoma skin cancer, which is associated with alterations in immunity that favor inflammation and tumor development [1]. cSCCs are generally cured with surgery, but they can reach a stage of advanced invasive disease associated with extremely rapid local relapse, for which no efficient therapy has been approved so far. Antitumor activities of immune cells have been shown to be central to immune surveillance of the skin. Indeed, immunosuppressed organ transplant patients with defective T cell responses display a high incidence of cSCC [2] and high numbers of regulatory T cells are detected in these tumors [3]. In addition, when CD8+ T cells, γδ T cells, and natural killer (NK) cells are rendered anergic by downregulation of NKG2D induced by high expression of its ligands on tumors, increased cancer incidence is observed [4]. The reduction of DMBA/PMA (7,12-dimethylbenz[a]anthracene /phorbol 12-myristate 13-acetate) skin carcinogenesis in CXCR2−/− (C-X-C motif chemokine receptor 2) mice also suggests that myeloid suppressor cells play a role, but their full characterization has not been done yet [5]. This is consistent with high-risk cSCC patients harboring an increased number of circulating and tumor-resident neutrophils [6].

Neutrophils are highly abundant immune cells in the tumor microenvironment (TME) of a large number of cancers. They seem to regulate the initiation and progression of cancer, but their role is still a matter of controversy. In vivo depletion experiments led to either a failure to control tumor growth [7,8] or a reduction of tumor progression [9]. Both antitumor and protumor functions have been assigned to tumor-associated neutrophils (TANs), with this functional plasticity being regulated by factors of the TME [10,11,12]. TGF-β (Transforming growth factor beta) promotes protumor (N2) TAN while IFN-β and a lack of TGF-β favor antitumor (N1) TAN [9,13]. In humans, a meta-analysis of gene expression signatures among 39 human malignancies revealed that within the leukocyte population in the tumor microenvironment, polymorphonuclear (PMN) cells have been linked to the most adverse prognosis [14]. The blood neutrophil-to-lymphocyte ratio (NLR) has also been proposed as a prognostic factor, with a high NLR associated with poor survival [15]. However, a consensus on the classification of neutrophil subsets is lacking. While the capacity to kill or inhibit the growth of tumor cells is endorsed by N1 TAN, promotion of extracellular matrix remodeling, angiogenesis, cancer cell invasion, metastasis, and immune suppression are attributed to N2 TAN, also named PMN-myeloid-derived suppressor cells (PMN-MDSCs) [16,17]. Their phenotype largely overlaps and may even represent a continuum of states rather than clear distinct subsets [18].

Because high-risk cSCC in patients is associated with an increased number of circulating and tumor-resident neutrophils [6], we undertook a study to fully characterize TAN’s phenotypes and functional roles in cSCC. A key issue to consider is the plasticity of cells in various microenvironments. This is particularly true for neutrophils, as their transcriptomic profiles have been found to be highly divergent when analyzed in the blood, bone marrow (BM), spleen, and tumor [19,20,21]. We therefore compared neutrophils isolated from precancerous lesions or established cSCC induced by a DMBA/PMA treatment [22] and from the orthotopic implantation of a DMBA/PMA-derived SCC cell line, mSCC38, in the skin dermis [23], with neutrophils isolated from the skin surrounding these tumors. We show that the majority of TANs within precancerous lesions and cSCC display protumor functions contrary to neutrophils isolated from the surrounding skin. We also define key features of protumor TANs in cSCC that highlight the functional relevance of targeting neutrophils in this cancer.

## 2. Results

### 2.1. The Local Microenvironment of Cutaneous Squamous Cell Carcinoma Imprints Tumor-Associated Neutrophils Towards a Protumor Phenotype

Application of DMBA together with PMA on mouse skin is a widely used experimental model to study skin carcinogenesis [24]. This model accurately mimics the different stages of skin carcinoma development in humans, by inducing papilloma, which can further develop into invasive cSCC upon PMA stimulation (Figure S1A). To assess the role of TAN in cSCC, we focused our study on Gr-1^bright^/Ly6G^+^ neutrophils that extravagated into tissue, either within the skin surrounding precancerous lesions (papilloma skin) and established carcinomas (tumor skin), or those infiltrating the precancerous lesions (papilloma) and carcinomas (tumor). We detected a significant and progressive increase of the proportion of neutrophils within papillomas and tumors compared to the surrounding skin, with TAN accounting for 30–80% of tumor-infiltrating CD45^+^ cells (Figure 1A). We purified these neutrophils by flow cytometry (Figure S1B) and performed unbiased gene expression array analysis to investigate their molecular signatures throughout cSCC development. These cell-sorted Gr-1^bright^ cells exclusively expressed Ly6G, indicating they were neutrophils and not monocytes (Figure S1C) [25]. In addition, we excluded eosinophil contamination as eosinophil peroxidase encoded by *Epx* (eosinophil peroxidase) was not found to be expressed in the gene signature (Figure S1D) [26]. 

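Neutrophils were sorted from papilloma skin, tumor skin, papillomas and tumors of mice whose skin was treated with 200 nmol DMBA in weeks 6 and 13 of life and repeatedly with 5 nmol PMA from week 1 to week 18 to 20, before sacrifice in week 22. Total RNA, 50 to 700 ng per preparation, was labeled with Cy3 and hybridized to one-color Agilent mouse arrays. Papilloma skin, tumor skin and tumor had 2 arrays each and papilloma had 3, and every array held RNA pooled from several mice, so that arrays were the replicates. The legend of Figure 1B gives 6 mice for papilloma skin, 9 for tumor skin, 8 for papilloma and 5 for tumor over all experiments, whereas the methods give 3, 5, 3 and 5 mice per experiment. The 9 arrays sat on 3 slides. Slide 1 held the first array of each group, slide 2 held papilloma skin 2, papilloma 2 and tumor 2, and slide 3 held tumor skin 2 and papilloma 3. For each array the authors deposited the scanner output of the Feature Extraction software, whose processed signal is a background-subtracted fluorescence intensity that was not scaled between arrays. Of the probes that are not controls, 43.5% to 63.5% were well above background on 6 arrays, against 95.0% on papilloma skin 1, 90.7% on tumor skin 1 and 94.3% on tumor 1. The slope of the spike-in signal on the spike-in amount was 0.678, 0.876 and 0.894 on these 3 arrays and 1.04 to 1.06 on the other 6, so that their signal range was compressed. Papilloma 1, on the same slide, had 53.6% of probes well above background and a slope of 1.04. No spot was saturated on any array.

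**Figure D1:**
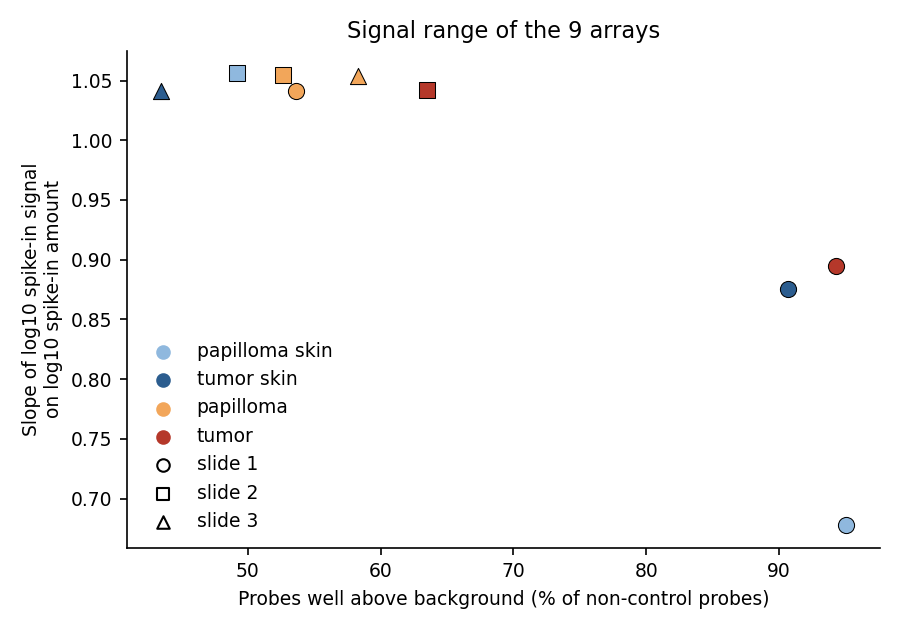
Slope of the spike-in controls on a log10 scale against the percentage of probes well above background, 1 point per array. Papilloma skin 1, tumor skin 1 and tumor 1 lie below a slope of 0.9 and above 90% of probes, apart from the other 6 arrays.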

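The authors also deposited a table of 1 value per probe and array on a log2 scale, with medians of 6.08 to 6.12 in its 9 columns. The paper states that the raw data were quantile normalized in limma and that the effect of the chips was removed with ComBat, and its text does not name which steps the table holds. Across probes, which are not independent replicates, Spearman's rho between a column and the scanner file of the same label was 0.933 to 0.991 for 7 columns, 0.586 for papilloma skin 1 and 0.818 for tumor 1. The columns papilloma skin 1 and tumor 1 ranked closest to the scanner file of tumor 2, with rho of 0.929 and 0.942. The columns papilloma 2 and papilloma 3 each ranked closest to the other's file, with rho of 0.993 and 0.989. Results are therefore given from both sources, from the scanner files first and then from the value table. The processed signals were log2 transformed, quantile normalized across the 9 arrays, corrected for slide with ComBat with the 4 groups as covariates, and compared with limma version 3.58.1, which was also applied to the value table as deposited. DEGs had a Benjamini-Hochberg adjusted p of at most 0.05, an absolute log2 fold change of at least 1 and a mean log2 level of at least 6, as in the paper, and were counted as probes. Values of single genes are the median over the gene's probes on the log2 scale, given as mean ± SD over arrays, with p adjusted over 34566 genes from the scanner files and 34797 from the value table. The number of arrays limits the precision of every value.

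**Figure D2:**
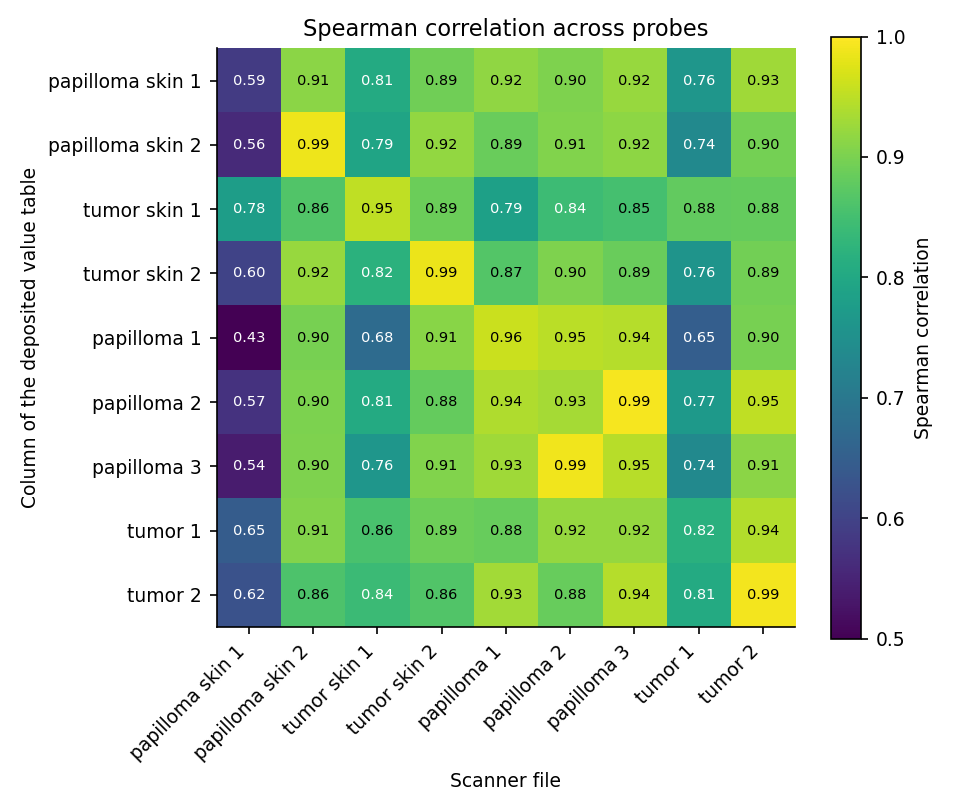
Spearman's rho across probes between each column of the value table and each scanner file. The columns papilloma skin 1 and tumor 1 have rho of 0.586 and 0.818 with their own files, and the columns papilloma 2 and papilloma 3 have rho of 0.993 and 0.989 with each other's files.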

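The probe of Ly6g, on chromosome 15 of mm9 from 74989023 to 74989082, was well above background on all 9 arrays. Its log2 level was 10.74 ± 0.31 (SD, n = 2 arrays) in papilloma skin, 12.50 ± 0.26 (SD, n = 2) in tumor skin, 9.62 ± 0.23 (SD, n = 3) in papilloma and 10.15 ± 0.24 (SD, n = 2) in tumor. The level was lower in lesions than in skin, with a log2 fold change of -2.34 (SE 0.316, limma adjusted p = 0.0282) in tumor versus tumor skin and -1.13 (SE 0.288, limma adjusted p = 0.0388) in papilloma versus papilloma skin. In both contrasts every lesion array lay below every skin array. The value table gave changes of -2.09 (limma adjusted p = 0.00849) and -1.08 (limma adjusted p = 0.072). With slide as a term in the limma model the adjusted p of tumor versus tumor skin rose to 1. The array held Ly6c1 but no probe of Ly6c2. Ly6c1 fell by 2.47 on the log2 scale in tumor versus tumor skin and by 0.73 in papilloma versus papilloma skin, the latter reversed to 0.05 when each array was scaled to its 75th percentile. Its limma adjusted p was 0.0572 and 0.201, and in the value table 0.0125 and 0.0304 for changes of -2.35 and -1.73.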

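The probe of Epx, on chromosome 11 of mm9 from 87678288 to 87678347, was not well above background on any of the 6 arrays with a full spike-in slope. It was above background on 3 arrays, papilloma skin 1, tumor skin 1 and tumor 1, whose signal range was compressed. Its log2 level in the value table was 6.09 ± 0.30 (SD, n = 2 arrays) in papilloma skin, 5.04 ± 0.04 (SD, n = 2) in tumor skin, 5.56 ± 0.06 (SD, n = 3) in papilloma and 5.18 ± 0.19 (SD, n = 2) in tumor. Of a list of 10 genes known from eosinophils, 5 reached the level minimum in the scanner files, with a median log2 fold change of -1.70 in lesions versus skin, against -0.41 to 0.97 for the middle 95% of random lists of the same size. From the value table 7 genes reached it, with a median of -2.16 against -0.35 to 0.46 for random lists. By stage it was -2.80 in papilloma versus papilloma skin and -0.54 in tumor versus tumor skin in the scanner files, the latter within random lists at -0.97 to 0.79, and -2.29 and -1.64 in the value table, both below random lists. The 2 members with the highest mean levels were Ear2, at 13.0 in papilloma skin, 11.9 in tumor skin, 9.10 in papilloma and 8.58 in tumor in the value table, and Siglec5, which is also 1 of the genes of Figure 1F.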

Principal component analysis (PCA) of the 15% most variable probe sets revealed a high reproducibility across replicates and a clear segregation according to biological condition (Figure 1B). 

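Across probes at all levels, Pearson's r between arrays of the same group was 0.909 in papilloma skin, 0.964 in tumor skin, 0.976 in tumor and 0.947 to 0.985 in papilloma after quantile normalization and removal of the slide effect. Before the slide effect was removed, it was 0.664 in papilloma skin, 0.856 in tumor skin, 0.878 in tumor and 0.953 to 0.968 in papilloma. Between columns of the value table it was 0.976 to 0.991. The PCA used the 15% of probes with the largest variance among those with a mean log2 level of at least 6. The PC1 scores of the groups in the scanner files were -81.3 ± 74.1 (SD, n = 2 arrays) in papilloma skin, -5.99 ± 28.1 (SD, n = 2) in tumor skin, 63.0 ± 40.3 (SD, n = 3) in papilloma and -7.24 ± 3.33 (SD, n = 2) in tumor. The spread within groups was smaller in the value table, with SDs of 4.30 to 12.3.

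**Figure D3:**
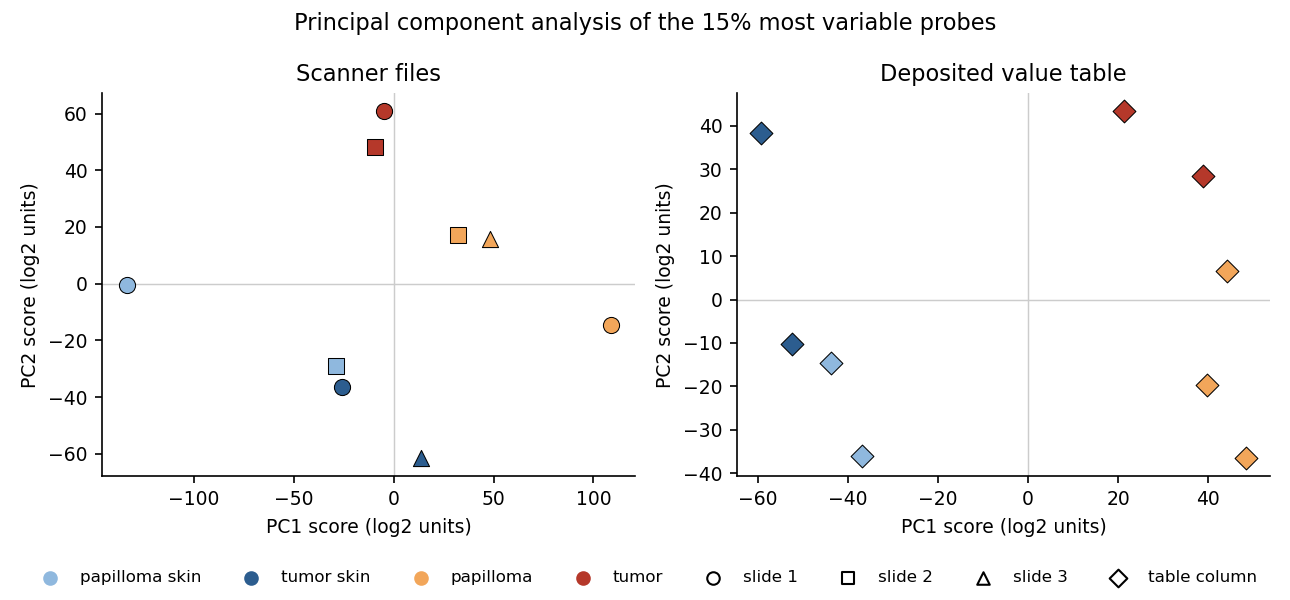
PC1 and PC2 scores in log2 units, 1 point per array, from the scanner files and from the value table. Colors mark the groups and symbols the slide of a scanner file; in the value table the skin columns lie at PC1 scores of -59.2 to -36.9 and the lesion columns at 21.4 to 48.3.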

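PC1 held 57.9% of the variance among the 9 arrays in the scanner files and 54.6% in the value table. Every lesion column of the value table lay above every skin column, and the gap between the groups was larger than the spread within any group. Papilloma arrays of the scanner files, at 32.3 to 108.6, lay above all others, and the papilloma skin arrays, at -133.7 and -29.0, below all others. The tumor arrays, at -9.60 and -4.89, lay between the tumor skin arrays, at -25.9 and 13.9, so that PC1 did not part tumor from tumor skin. With the slide effect left in, the share of PC1 in the scanner files was 69.4%. With each array left out in turn it ranged from 46.4% without papilloma 1 to 73.4% without papilloma 2 in the scanner files, and from 52.6% without tumor skin 2 to 59.8% without tumor 1 in the value table.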

The first principal component axis (PC1), the one explaining the largest percentage of variability (69.05%), separated the surrounding skin from cancer lesion samples. The identity of papilloma versus tumor stages was illustrated by the PC2, explaining 15.76% of the variability. 

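PC2 held 21.2% of the variance in the scanner files and 23.7% in the value table. Tumor arrays of the scanner files, at PC2 scores of 48.3 and 61.0, lay above the papilloma arrays, at -14.5 to 17.3, and above the skin arrays, at -61.7 to -0.626. In the value table the tumor columns, at 28.4 and 43.4, also lay above the papilloma columns, at -36.6 to 6.66, whereas the tumor skin columns, at -10.1 and 38.4, reached into their range. Without the slide correction the share of PC2 was 13.1%. The difference between tumor and papilloma was larger than the spread within either group in both sources, where the correction of the scanner files had been given the groups.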

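Average linkage clustering of the 9 arrays on the correlation of the most variable probes gave the same first divisions in both sources. With the tree divided in 2, the 5 lesion arrays fell in 1 cluster and the 4 skin arrays in the other. With 3 clusters the lesion arrays parted into papilloma and tumor, and the skin arrays stayed together. With 4 clusters the groups were not recovered, since the next division set papilloma skin 1 apart from the other 3 skin arrays in the scanner files and papilloma 2 apart from the other papilloma columns in the value table. Papilloma skin and tumor skin were thus not separated in either source at this level. The correction of the scanner files was given the groups, which favors their recovery, and whether the table was corrected in that way is not stated. In an addition made after the data were seen, ComBat without the groups gave the same clusters of lesion and skin arrays, and of papilloma and tumor with 3 clusters. With no slide correction, the first division set the compressed arrays papilloma skin 1, tumor skin 1 and tumor 1 apart from the other 6.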

The unique gene expression signature of each cell origin was further highlighted in the hierarchical clustering (Figure S1E).

We next examined the differentially expressed genes (DEGs) across pairwise comparisons (Figure 1C). 

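The scanner files gave 118 DEGs in tumor versus tumor skin and 3846 in papilloma versus papilloma skin. From the value table the same limma test gave 2346 and 1769. The 2 sources shared 111 and 1094 DEGs, all changed in the same direction, and 97.0% and 93.6% of the DEGs of the value table that were also measured in the scanner files had a fold change of the same sign there. A limma model with slide as a term in place of the prior correction gave 0 DEGs in both contrasts, with 1037 and 6177 of 55155 probes at an unadjusted p under 0.05, where chance gives 2758. Arrays with no changed probe were simulated with the spread within groups of the value table. On them, ComBat followed by limma called 272 and 135 probes in these contrasts and the slide term called 0. The 118 DEGs were fewer than these calls. Arrays of a group were less alike in the scanner files than in the value table, so that false calls among the 118 cannot be counted from this simulation. With 200 probes of tumor shifted up or down by 2 on the log2 scale, the first way called 97.5% of them in tumor versus tumor skin together with 292 unchanged probes, and the slide term 19.5% and none. With 3 compressed and noisy arrays added to that simulation, the first way called 73% and 4903 unchanged probes there, and 0 in papilloma versus papilloma skin. The slide term then called 0 of the 200, so that its 0 DEGs do not rule out real changes. With no level minimum the count of papilloma versus papilloma skin was 8137, and without slide correction or with a replicate block it was 0. Leaving out single arrays moved the counts of the scanner files. Omission of tumor skin 2 or papilloma 3 also left slide 3 with a single array, where ComBat shifted the slides without scaling their spread. Counts after these omissions thus mix the loss of an array with a changed correction. Without tumor skin 2 there were 2 DEGs in tumor versus tumor skin, and without papilloma 2 there were 4767. Without papilloma 3 there were 443 in papilloma versus papilloma skin, and without papilloma skin 2 there were 14838. The counts from the value table were 804 to 2382, lowest without tumor 2, and 1262 to 1877.

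**Figure D4:**
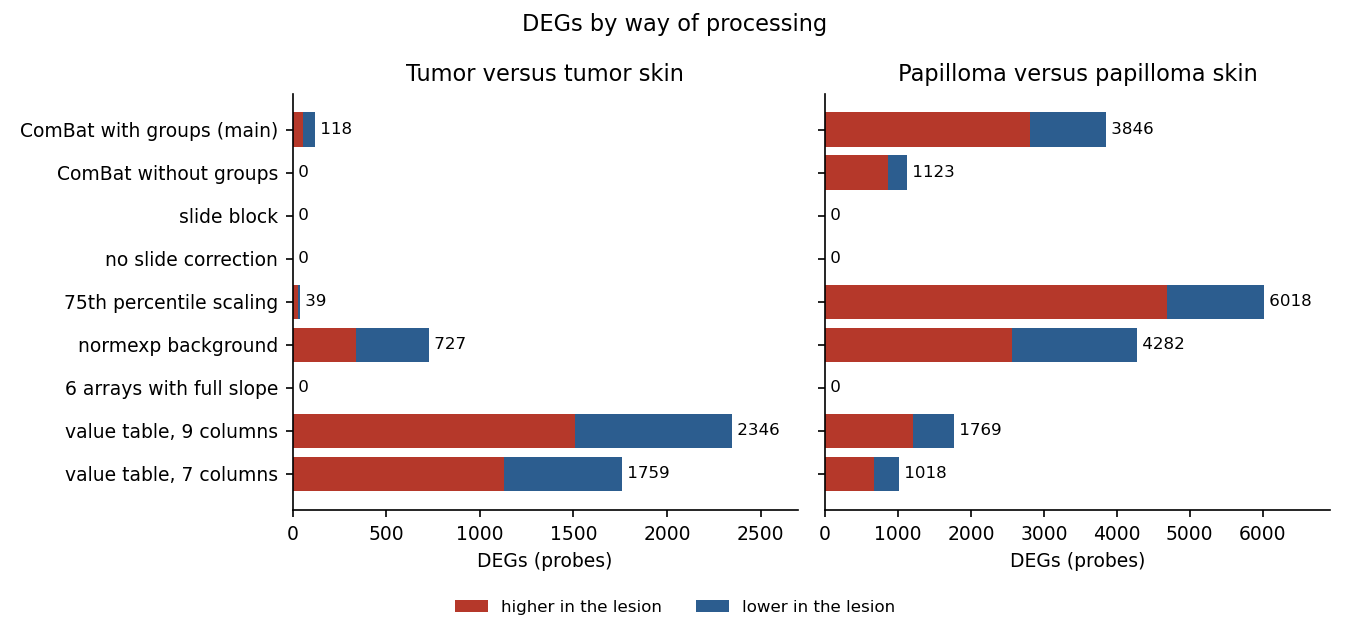
DEGs in tumor versus tumor skin and in papilloma versus papilloma skin by source and way of processing, counted as probes and split by direction. Bars start at 0, and tumor versus tumor skin has 118 DEGs from the scanner files and 2346 from the value table.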

The most divergent contrast was the comparison of the tumor with its control tumor skin, yielding 2045 DEGs, followed by the comparison of papilloma with control papilloma skin, yielding 1528 DEGs. In these two contrasts, a majority of DEGs were upregulated. 

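In papilloma versus papilloma skin, 2814 of the 3846 DEGs of the scanner files (73.2%) were higher in papilloma, and in tumor versus tumor skin 57 of 118 (48.3%) were higher in tumor. Among the DEGs of the value table, 64.2% of those of tumor versus tumor skin and 68.5% of those of papilloma versus papilloma skin were higher in lesions. Scaling each array to its 75th percentile moved the share in tumor versus tumor skin to 69.2%, and leaving out or changing the background correction moved that of papilloma versus papilloma skin to 58.6% and 59.9%. With that scaling the median log2 fold change of all genes was -0.40 in papilloma versus papilloma skin, and 0.066 without it. Among the largest rises in tumor versus tumor skin was Rgs16 in the scanner files, with a log2 fold change of 4.22 (SE 0.614, limma adjusted p = 0.0377), and Krt6b in the value table, with 5.53 (SE 0.605, limma adjusted p = 0.0024) from 2 probes at 7.23 and 3.835. Krt6b rose by 4.70 (SE 0.744, limma adjusted p = 0.011) in papilloma versus papilloma skin in the scanner files, from probes at 6.90 and 2.496, and 15 of 16 other keratinocyte genes also rose in lesions in the value table. Igj, listed as Jchain in the reference table, was 1 of the genes with the largest falls, with -7.10 in tumor versus tumor skin and -5.98 in papilloma versus papilloma skin in the scanner files. For these genes every lesion array lay on the same side of every skin array of its stage. The rule that selected them required this, so that it is no separate support.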

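In tumor versus papilloma and in tumor skin versus papilloma skin, limma gave 0 DEGs from the scanner files, with 11333 and 12341 probes at an unadjusted p under 0.05 and smallest adjusted p-values of 0.0528 and 0.0946. The slide term also gave 0 in both, with 1878 and 818 probes at an unadjusted p under 0.05. The value table gave 249 DEGs in tumor versus papilloma, 63 of them higher in tumor, and 145 in tumor skin versus papilloma skin, 77 of them higher in tumor skin. Of those also measured in the scanner files, 97.2% and 73.9% had a fold change of the same sign there, and across probes the fold changes of the sources had a Pearson's r of 0.639 and 0.019. Scaling to the 75th percentile gave 466 DEGs in tumor versus papilloma from the scanner files, and leaving out papilloma 2 gave 7766. Without papilloma skin 2 there were 11921 in tumor skin versus papilloma skin. Tumor versus papilloma in the value table fell to 25 DEGs without tumor 1, and tumor skin versus papilloma skin to between 0 and 9 whichever column was left out. The 7 columns with a matching scanner file gave 0 in both, with 5778 and 7503 probes at an unadjusted p under 0.05. From all 9 columns, Actg2 had a log2 fold change of -3.28 (SE 0.177, limma adjusted p = 0.00228) in tumor versus papilloma. Stfa3 had one of 2.19 (SE 0.168, limma adjusted p = 0.00524) in tumor skin versus papilloma skin. The arrays of the groups did not overlap in either case, which the selection of these genes required.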

To a lesser extent, we observed 235 and 144 differentially modulated genes for the contrasts of tumor versus papilloma and tumor skin versus papilloma skin, respectively. In order to compare the modulation between lesions versus skin controls, across the papilloma and tumor stages, we performed the genuine association of expression profiles (GENAS) method from the limma R package. We compared the log fold changes between these two most divergent contrasts on the totality of probe sets, without setting differential expression cutoffs (Figure S1F). The GENAS analysis yielded a strong biological correlation coefficient of 0.76 (*p* < 0.001), indicating that TAN gene modulation onset takes place at the papilloma stage and follows a similar trend in the tumor.

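GENAS over all 55155 probes of the scanner files gave a biological correlation of -0.103 between the fold changes of tumor versus tumor skin and of papilloma versus papilloma skin, and over all probes of the value table 0.619. The p-value of the method treats probes as independent and is not given here. Across the scanner files the correlation ran from -0.594 without papilloma 2 to 0.365 without papilloma skin 1. That of the value table ran from 0.408 without papilloma skin 2 to 0.762 without papilloma skin 1. In the scanner files a slide term took the correlation to -0.9999 and no slide correction to 1, at the bounds of the estimate. The 6 arrays with a full spike-in slope, run without slide correction, gave 0.729, and the 7 columns with a matching scanner file gave 0.821. For the 6 arrays, the effects of leaving out the compressed arrays and of leaving out the correction cannot be told apart. Of the 2346 DEGs of tumor versus tumor skin in the value table, 980 were also DEGs of papilloma versus papilloma skin, 969 of them in the same direction, and 93.3% had the same sign there. Their median ratio of the papilloma to the tumor fold change was 0.645. In the scanner files 99 of 118 were shared, 98 in the same direction, with 97.5% of the same sign and a median ratio of 0.663. From the GENAS coefficient, the paper concludes that the modulation of TANs begins at the papilloma stage and continues along a similar course in the tumor.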

Then, to apprehend the biological processes and molecular functions associated with TANs in the context of cutaneous carcinoma pathogenesis, we performed a core analysis of the DEGs we obtained using ingenuity pathways analysis (IPA). As shown in Figure 1D, TGF-β, TNF-α, and IFN-γ were the most significantly activated upstream regulators in lesions compared to the surrounding skin. These cytokines have been associated with protumorigenic phenotypes [9,27,28,29], suggesting that the cSCC microenvironment favors the tumor-promoting TAN phenotype. 

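IPA and its database were not used here. In their place, lists of target genes of each cytokine, fixed beforehand, were tested with the camera method of limma at a preset correlation of 0.01, together with 8 other lists, in 15 tests adjusted jointly. TGF-β targets rose in lesions versus skin by a median log2 fold change of 1.25 in the scanner files (24 of 26 genes higher, limma camera adjusted p = 3.84e-07) and 0.82 in the value table (24 of 29 higher, limma camera adjusted p = 1.28e-05). Of these genes, 15 and 18 passed limma's adjusted threshold over all genes, and 16 and 25 when adjusted over the list alone. TNF-α targets rose by a median of 0.95 (22 of 26 higher, limma camera adjusted p = 7.8e-05) and 0.56 (22 of 28 higher, limma camera adjusted p = 3.55e-05), with 10 and 15 genes past the threshold over all genes and 14 and 16 adjusted over the list alone. IFN-γ targets had a median of -0.037 in the scanner files (14 of 28 higher, limma camera adjusted p = 0.414) and -0.018 in the value table (13 of 29 higher, limma camera adjusted p = 0.962), where camera pointed down and the mean was above 0, at 0.17 and 0.13. These medians join stages that differed in sign, with -0.436 in tumor versus tumor skin and 0.413 in papilloma versus papilloma skin in the scanner files, and 0.215 and -0.203 in the value table. Over all genes 5 and 13 of them passed, and 5 and 14 adjusted over the list alone. Of the 10 camera calls from the scanner files, the rotation test fry kept those of TGF-β and TNF-α targets, glycolysis in tumor versus tumor skin, extracellular matrix remodeling, angiogenesis and survival. Of the 12 from the value table it kept all but that of leukocyte migration. With a correlation estimated from the arrays, camera called none in either source. Tnf rose in papilloma versus papilloma skin by 1.68 in the scanner files (limma adjusted p = 0.0399) and 1.31 in the value table (limma adjusted p = 0.0491), where it no longer passed when 1 column was left out in 7 of 9 cases. Ifng fell by 1.74 in the value table (limma adjusted p = 0.0134) and changed by 0.32 in the scanner files (limma adjusted p = 0.72), reversed to -1.18 without papilloma skin 1. In tumor versus tumor skin, Tnf changed by 1.66 and 0.71 (limma adjusted p = 0.158 and 0.242) and Ifng by -2.05 and -0.63 (limma adjusted p = 0.209 and 0.269) in the scanner files and the value table. Tgfb1 changed by -0.60 and -0.77 there (limma adjusted p = 0.613 and 0.115), and by 1.5 and 0.43 in papilloma versus papilloma skin (limma adjusted p = 0.071 and 0.372).

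**Figure D5:**
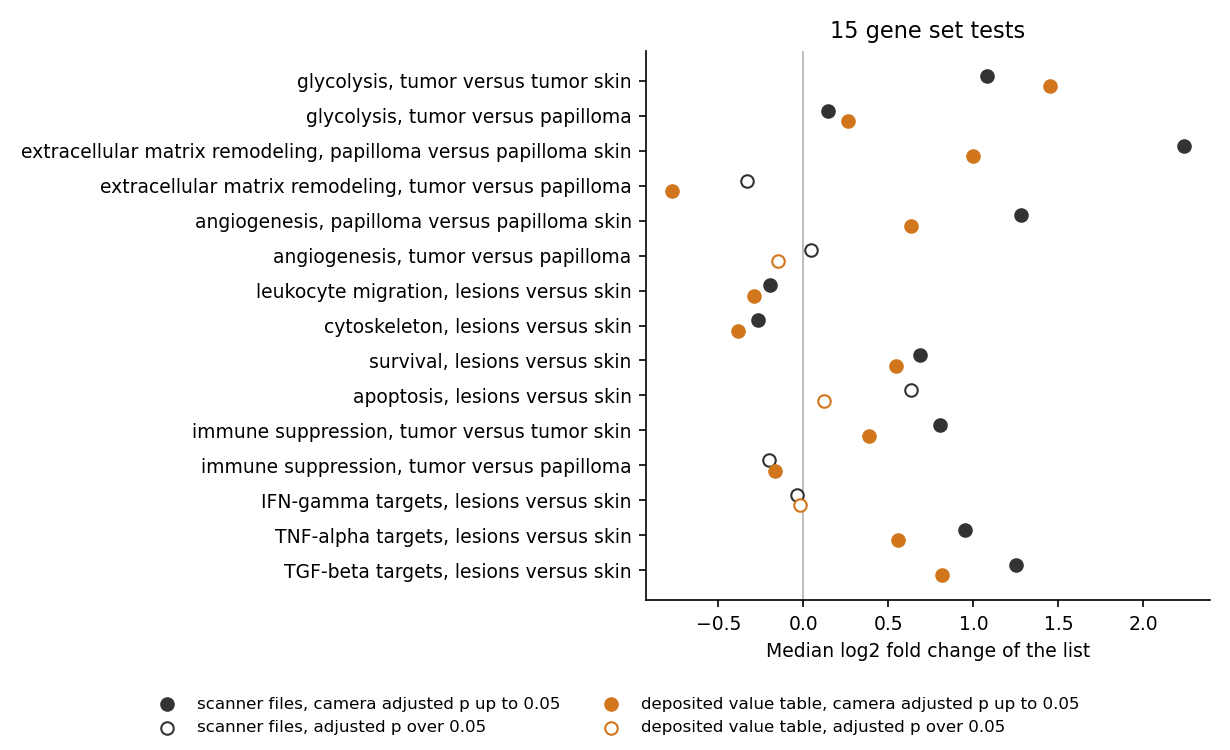
Median log2 fold change of each gene list in its contrast, from the scanner files and from the value table. TGF-β targets lie at 1.25 and 0.82, TNF-α targets at 0.95 and 0.56, and IFN-γ targets near 0.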

Consistent with this observation, the analysis of the canonical pathways enriched and modulated in at least one of the three contrasts revealed that CXCL-8 (IL-8) signaling was the most significantly activated pathway (Figure S2A). This analysis also revealed that signaling through CXCR1 and CXCR2 receptors expressed by TANs resulted in the activation of specific functions promoting tumor growth, such as angiogenesis, endothelial cell migration, tumor invasion, and inflammation, but also in the inhibition of apoptosis, suggesting they harbor an increased lifespan in lesions (Figure S2B). 

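A list of anti-apoptotic and survival genes had a median log2 fold change of 0.69 in lesions versus skin in the scanner files (14 of 18 genes higher, limma camera adjusted p = 0.0209) and 0.55 in the value table (13 of 19 higher, limma camera adjusted p = 0.0129). Over all genes 4 and 11 members passed limma's adjusted threshold, and 8 and 12 when adjusted over the list alone. Leaving out 1 array moved the median to between 0.40 and 0.90 in the scanner files, and the call was lost in 3 of 9 cases. The 7 columns of the value table with a matching scanner file gave 0.45, no longer past the threshold. A list of pro-apoptotic genes also rose, by 0.63 in the scanner files (17 of 23 higher, limma camera adjusted p = 0.115) and 0.12 in the value table (14 of 24 higher, limma camera adjusted p = 0.464), without passing the threshold. With the background correction left out, its median of 0.40 passed. The difference between the lists was not tested.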

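Cxcr1, on chromosome 1 of mm9 from 74238359 to 74238418, and Cxcr2, on chromosome 1 from 74206886 to 74206945, were well above background on all 9 arrays. In the scanner files the log2 level of Cxcr1 was 12.09 ± 0.14 (SD, n = 2 arrays) in papilloma skin, 13.21 ± 0.20 (SD, n = 2) in tumor skin, 12.86 ± 0.11 (SD, n = 3) in papilloma and 12.55 ± 0.07 (SD, n = 2) in tumor. That of Cxcr2 was 14.46 ± 0.17, 14.56 ± 0.48, 14.02 ± 0.40 and 14.35 ± 0.33 in the same order. Neither gene passed limma's adjusted threshold between lesions and skin of a stage in either source. The change of Cxcr1 in tumor versus tumor skin was -0.65 in the scanner files and 0.17 in the value table. The ligand Cxcl5, on chromosome 5 from 91190490 to 91190549, rose by 5.61 in tumor versus tumor skin (SE 0.516, limma adjusted p = 0.0138) and 2.98 in papilloma versus papilloma skin (SE 0.471, limma adjusted p = 0.0109), with every lesion array above every skin array. The rises in the value table were 3.55 (limma adjusted p = 0.00084) and 1.82 (limma adjusted p = 0.00605). Its probe was well above background on 1 of 2 arrays of papilloma skin, the compressed array papilloma skin 1, and on 1 of 2 of tumor skin, the compressed array tumor skin 1, so that the size of its change rests on skin values at background. Cxcl2 rose by 1.29 in tumor versus tumor skin in the scanner files (limma adjusted p = 0.189) and by 1.48 in the value table (limma adjusted p = 0.0198). Cxcl1 did not pass the threshold in either source, with 1.46 (limma adjusted p = 0.157) and 0.79 (limma adjusted p = 0.177) in the same contrast.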

In mice, CXCL1 (C-X-C motif ligand 1) (KC) and CXCL2 (MIP-2, CXCL5 (LIX)) have been described as the functional homologues of human CXCL8 (IL-8) and they bind to CXCR1 and CXCR2 receptors, which we found to be expressed on mouse neutrophils (Figure S2C). Neutrophil adhesion and chemotaxis were also activated, consistent with the well-known role of CXCL8 (IL-8) in the recruitment of neutrophils to the tumor site and in correlation with the increased proportion of TANs found in lesions compared to skin controls (Figure 1A). Altogether, these data highlighted the enhanced protumor functions of TAN in lesions compared to the surrounding skin.

We then clustered (K-means, ExpressCluster) the union of the differentially modulated genes across biological conditions (2166 probe sets) in order to identify specific gene expression signatures. 

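The union of the DEGs of tumor versus tumor skin and papilloma versus papilloma skin with a mean log2 level of at least 7 held 2783 probes in the scanner files and 2503 in the value table. With slide as a term in limma it held 0, with no level minimum 8166, and with each array left out in turn 390 without papilloma 3 to 11051 without papilloma skin 2. With the groups not given to ComBat the union of the scanner files held 829. Without papilloma 3 the ComBat correction also changed, since slide 3 then held a single array. The value table's union held 1595 probes without tumor 2 and 2440 without tumor skin 1.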

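K-means clustering of the standardized log2 levels of these probes was run for 10 clusters with 100 starts. In the scanner files every lesion array lay above every skin array in the mean of 5 clusters, which held 1331 of the 2783 probes, and below in 2 clusters, which held 293. In the other 3 clusters the lesion and skin arrays overlapped. The value table also gave 5 clusters above, with 1551 of the 2503 probes, 2 below, with 676, and 3 with overlap. In the scanner files the clusters with overlap followed papilloma skin, whose mean standardized levels were -1.52, -1.38 and 1.24. In the value table 2 of them followed tumor, at 1.48 and -1.50, and 1 tumor skin, at 1.43. The probes were chosen for a difference between lesions and skin on the same arrays, so that a separation of the clusters is not independent of the choice.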

We obtained 10 distinct clusters associated with a specific pattern of gene expression, revealing a clear separation between skin controls and lesions (Figure 1E). We further performed a Protein Analysis Through Evolutionary (PANTHER) enrichment analysis on the genes in each of the 10 clusters (Figure S3). With this approach, we could retrieve both shared and specific functions of TAN and link them to localization in skin or lesions and to stages of carcinogenesis. The GO (gene ontology) enrichments revealed that the main features of TAN once infiltrated into papillomas were more specifically related to extracellular matrix remodeling (cluster 1 and 7), angiogenesis, and metastasis (cluster 7). 

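A list of extracellular matrix remodeling genes had a median log2 fold change of 2.24 in papilloma versus papilloma skin in the scanner files (26 of 30 genes higher, limma camera adjusted p = 0.000116) and 1.00 in the value table (25 of 33 higher, limma camera adjusted p = 3.55e-05). Over all genes 17 and 12 members passed limma's adjusted threshold, and 21 and 23 when adjusted over the list alone. An angiogenesis list rose by a median of 1.28 (23 of 24 higher, limma camera adjusted p = 0.000179) and 0.63 (22 of 26 higher, limma camera adjusted p = 3.55e-05), with 11 and 10 genes past the threshold over all genes and 15 and 16 adjusted over the list alone. The matrix list shares 5 genes with a list of fibroblast markers, which also rose in this contrast, by 1.59 in the value table. Without these 5 genes its median was 1.77 in the scanner files and 0.88 in the value table. A list of endothelial markers also rose in this contrast, by 2.81 in the scanner files and 1.73 in the value table. Whether endothelial RNA contributes to the rise of the angiogenesis list was not tested. In tumor versus tumor skin the matrix list rose by 1.57 and 0.70 and the angiogenesis list by 1.41 and 0.77.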

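A list of 22 glycolysis genes rose in tumor versus tumor skin by a median log2 fold change of 1.08 in the scanner files (19 of 22 higher, limma camera adjusted p = 1.79e-06) and 1.45 in the value table (19 of 22 higher, limma camera adjusted p = 4.63e-08). Over all genes 2 and 15 of them passed limma's adjusted threshold, and 11 and 16 when adjusted over the list alone. In papilloma versus papilloma skin their median was 1.87 and 1.28. In tumor versus papilloma it was 0.14 (limma camera adjusted p = 0.0374) and 0.26 (limma camera adjusted p = 0.000162), reversed to -0.32 when the arrays were scaled to their 75th percentile, where the median of all genes was 0.28 in this contrast, against -0.067 without that scaling. Immune suppression genes rose in tumor versus tumor skin by 0.81 (14 of 22 higher, limma camera adjusted p = 0.00632) and 0.39 (15 of 24 higher, limma camera adjusted p = 0.00907), with 2 and 10 past the threshold over all genes and 5 and 13 adjusted over the list alone. In papilloma versus papilloma skin their median was 1.47 and 0.55. The survival list rose in tumor versus tumor skin by 0.29 (13 of 18 higher) and 0.38 (13 of 19 higher), which was not tested as a set in this contrast.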

When infiltrated into tumors, TANs were associated with active glycolysis (clusters 5, 8, and 9), increased survival, and immune suppression (cluster 10). TANs within papillomas and tumors also shared features related to repressed cytoskeleton reorganization controlling neutrophil functions (cluster 2), repressed leukocyte extravasation and migration (cluster 3), decrease of specific inflammatory and immune responses (cluster 3 and 4), and response to CXCL8 (IL-8) and TGF-β (cluster 6 and 7). 

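In lesions versus skin a list of 38 cytoskeleton genes had a median log2 fold change of -0.27 in the scanner files (30 of 38 lower, limma camera adjusted p = 5.55e-06) and -0.39 in the value table (32 of 38 lower, limma camera adjusted p = 2.78e-07). Over all genes 7 and 17 of them passed limma's adjusted threshold, and 10 and 24 when adjusted over the list alone. Leukocyte migration genes had a median of -0.20 (18 of 30 lower, limma camera adjusted p = 0.0228) and -0.29 (21 of 31 lower, limma camera adjusted p = 0.0118), with 4 and 15 past the threshold over all genes and 10 and 17 adjusted over the list alone. Without papilloma skin 2 the migration median reversed to 0.096 in the scanner files. By stage, the cytoskeleton median in the scanner files was -0.65 in tumor versus tumor skin and -0.000039 in papilloma versus papilloma skin, and in the value table -0.37 and -0.36. The migration median was -0.53 and 0.11 in the scanner files and -0.42 and -0.31 in the value table. TGF-β targets rose by 1.58 and 0.90 in papilloma versus papilloma skin and by 0.84 and 0.69 in tumor versus tumor skin. The paper concludes from the clusters that a protumor profile dominated.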

Overall, a dominant protumor gene expression profile was observed. This can be illustrated by the significant upregulation of genes previously linked to protumorigenic phenotypes: *Siglec5* (encoding for Siglec F) in cluster 5, *Cd274* (encoding for PD-L1), *Vegfa, Olr1* (encoding for LOX-1) in cluster 6, *Nos2* in cluster 9, and *Arg1* in cluster 10 (Figure 1F) [30,31,32,33,34]. This gene signature was also found to be significantly shared with the gene signature of protumor neutrophils infiltrating lung SCC [35] (Figure S4A). 

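Of the 12 comparisons of these 6 genes with the skin of their stage, 7 rose with a limma adjusted p of at most 0.05 at the gene level in the scanner files and 10 in the value table. In the scanner files these were Cd274, Vegfa, Olr1, Nos2 and Arg1 in papilloma versus papilloma skin and Nos2 and Arg1 in tumor versus tumor skin. Cd274, on chromosome 19 of mm9 from 29462363 to 29462422, rose from 11.46 ± 1.44 (SD, n = 2 arrays) in papilloma skin to 13.93 ± 0.42 (SD, n = 3) in papilloma, a log2 fold change of 2.47 (SE 0.563, limma adjusted p = 0.0288). Without papilloma skin 1 the change was 0.69. In tumor versus tumor skin it rose by 1.4 (limma adjusted p = 0.311), and in the value table by 1.35 (limma adjusted p = 0.00973) and 1.39 (limma adjusted p = 0.0122) at the papilloma and tumor stages. Vegfa, with 2 probes on chromosome 17 from 46154387 to 46162435, rose by 1.66 in papilloma versus papilloma skin (limma adjusted p = 0.0176) and by 0.84 in tumor versus tumor skin (limma adjusted p = 0.278). The value table gave 0.97 (limma adjusted p = 0.00535) and 1.38 (limma adjusted p = 0.00233). Olr1, on chromosome 6 from 129435316 to 129435375, rose from 6.17 ± 2.12 (SD, n = 2) to 10.63 ± 0.62 (SD, n = 3) in papilloma versus papilloma skin (limma adjusted p = 0.0155), by 1.98 without papilloma skin 1, and by 1.77 in tumor versus tumor skin (limma adjusted p = 0.359). Its rises in the value table were 2.06 (limma adjusted p = 0.000436) and 2.23 (limma adjusted p = 0.000748). Siglec5, listed as Siglecf in the reference table, has 2 probes on chromosome 7, from 50611746 to 50611805 and from 50614768 to 50614827. It rose by 1.32 in tumor versus tumor skin (limma adjusted p = 0.185) and by 1.49 in the value table (limma adjusted p = 0.011). In papilloma versus papilloma skin it changed by 0.56 (limma adjusted p = 0.284) and -0.29 (limma adjusted p = 0.526), where its probes moved in opposite directions in the scanner files, by 1.35 and -0.22. Except for Siglec5 in papilloma, every lesion array lay above every skin array of its stage in both sources. With slide as a term, limma called none of the 12.

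**Figure D6:**
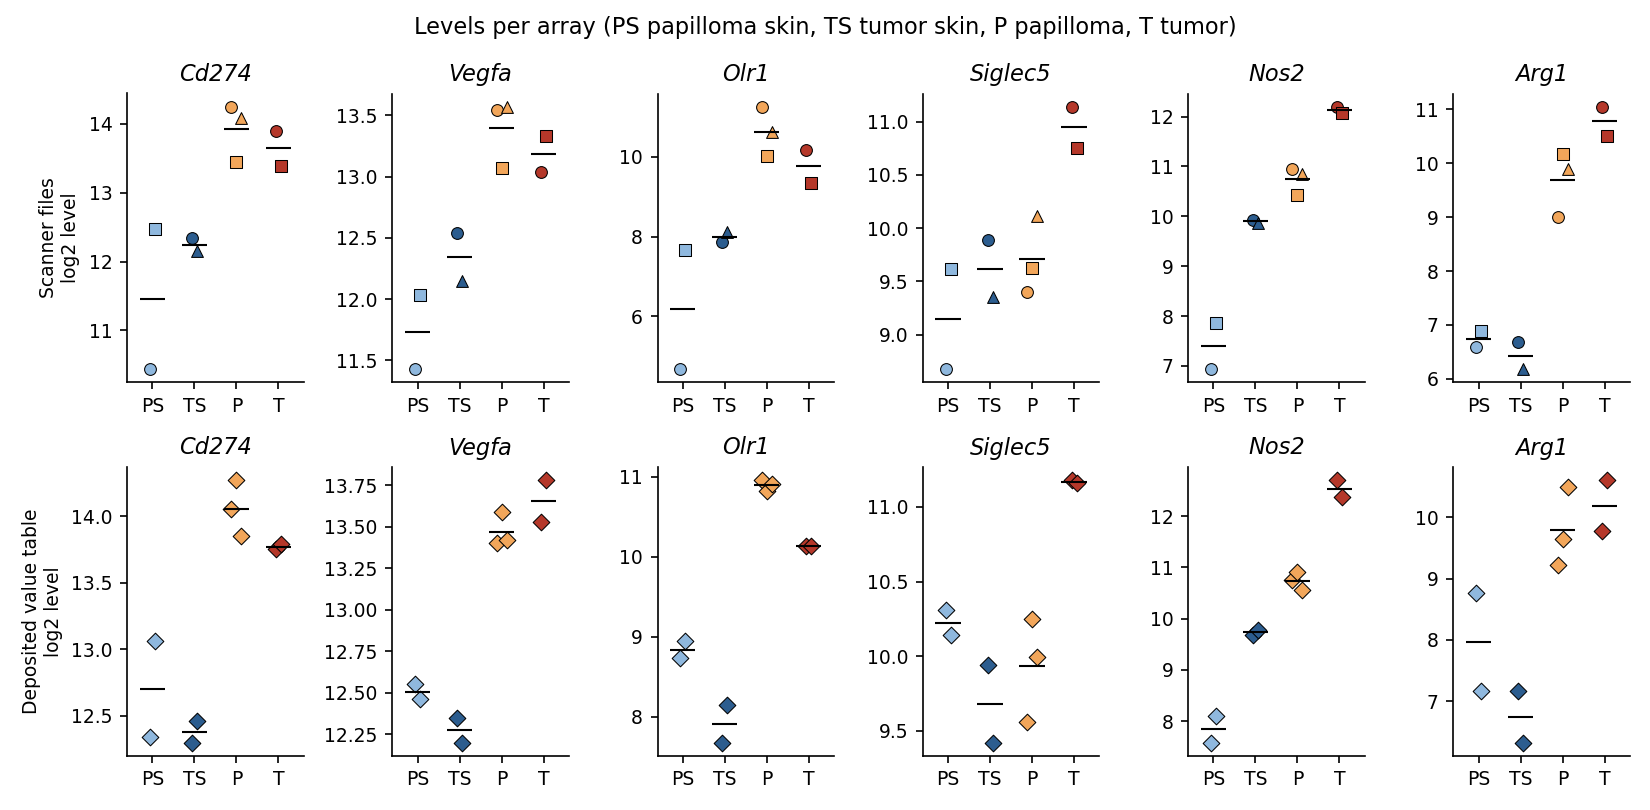
Log2 level per array of the 6 genes of Figure 1F in papilloma skin (PS), tumor skin (TS), papilloma (P) and tumor (T), from the scanner files above and the value table below. Symbols mark the slide of a scanner file; the papilloma arrays of Olr1 lie at 10.0 to 11.3, above all skin arrays.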

Pairwise comparisons of DEGs from our study with DEGs from TAN in lung SCC compared to circulating neutrophils [35] identified a positive correlation with the contrasts of papillomas and tumors over surrounding skin, revealing that TANs from lung and cutaneous SCC share gene expression profiles (Figure S4B).

Altogether, these analyses identify a massive infiltration of TANs in cSCC lesions, which display a dominant TAN’s protumor gene expression profile that differ from their skin counterparts, highlighting a strong impact of the local microenvironment.

### 2.2. TAN Exhibit Heterogeneity in Their Phenotype and Exert Protumor Functions

To further characterize TAN in invasive cSCC, we took advantage of a recently established cSCC cell line mSCC38, which was generated from DMBA/PMA-treated mice [23]. Orthotopic implantation of tumorigenic mSCC38 in the skin dermis promoted tumor growth in 100% of mice, over the course of ~30 days (Figure 2A), mimicking human invasive cSCC with invasion in the dermis (Figure 2B). Similar to the DMBA/PMA cSCC mouse model, the frequency of neutrophils increased in the grafted mSCC38 tumor over time (Figure 2C) and their proportion among infiltrating CD45+ immune cells was positively correlated with tumor volume (Figure 2D). Immunofluorescence staining localized neutrophils within the tumor bed (Figure 2E). Simultaneously, the frequency of neutrophils increased in the blood while no modulation was observed in the skin, spleen, and BM (Figure S5A).

We used this mSCC38 mouse model to further investigate the phenotypic and functional diversity of TANs in cSCC. First, we evaluated the co-expression of a selected set of activation markers and cell surface receptors on live CD45+Ly6G+ neutrophils at a single-cell level by flow cytometry. t-distributed stochastic neighbor embedding (tSNE) analysis was used to create a single common map of neutrophils across all samples (bone marrow, spleen, blood, skin, and tumor) using markers identified in the above transcriptomic data (PD-L1 (CD274) and Siglec F) (Figure 1) and previously described as being modulated in neutrophils (CD54, CD62L, CD11b, CD80, CD11c) [32,34]. We could not include LOX1 because of a lack of available antibody. In an unsupervised manner, the t-SNE analysis arranged the bone marrow neutrophils in the lower left area of the map whereas spleen and blood neutrophils were in the central right and central left areas, respectively. The skin and tumor neutrophils shared the upper right area, with an additional specific location for tumor neutrophils in the upper left area (Figure 2F). This approach revealed the heterogeneity of neutrophils in tumors (TANs) compared to skin but also some similarities when both were compared to neutrophils from the spleen, blood, and bone marrow (Figure 2F). Individual expression of each marker per organ also reflected such heterogeneity (Figure S5B). To identify the phenotype of TANs, we used the FlowSOM clustering tool to separate neutrophil subsets into 49 meta-clusters (MCs) (Figure 2F). The complete linkage hierarchical clustering of both samples and mean-centered MC cell proportions revealed four MCs highly abundant in tumor samples (Figure 2G, green gates); here, two of them were composed of PD-L1+ CD54^+^ Siglec F+ neutrophils (MC11 and MC17) and the two others contained PD-L1+ CD54+ Siglec F^−^ neutrophils (MC31 and MC13) (Figure 2H), with mean proportions of 16.68 ± 3.06% and 17.41 ± 2.49%, respectively, in tumor samples (Figure 2I).

This computational analysis of the neutrophil phenotype revealed the PD-L1 marker as highly discriminant of TAN. Siglec F^+^ neutrophils were previously found to accumulate in lung cancer, exerting protumor functions [32]. By manual gating on cSCC neutrophil subsets, we found elevated proportions of TAN expressing both (14%) or one of the two markers, PD-L1 (15%) and Siglec F (15%), compared to skin with only 9% of PD-L1^−^ Siglec F^+^ neutrophils. Spleen and BM neutrophils were negative for these markers (Figure 3A). Importantly, we found tumor size to correlate positively with the frequency of PD-L1^+^ TAN, independently of Siglec F expression, and negatively with PD-L1^−^ Siglec F^−^ TAN (Figure 3B). These findings indicate that TAN can share both activation (CD54) and protumor markers (PD-L1, Siglec F) [32,34,36] and that PD-L1 expression on TAN is associated with cSCC growth.

We further investigated whether TAN displayed functional properties contributing to tumor progression. Reactive oxygen and nitrite species are produced by neutrophils in various conditions of activation and are known to participate in tumor progression [37]. The intracellular levels of the reduced form of nicotinamide adenine dinucleotide (NAD) and nicotinamide adenine dinucleotide phosphate (NADP) are linked to the production of ROS. Using a fluorescent sensor, we measured a significant increase of intracellular levels of NAD(P)H (reduced nicotinamide adenine dinucleotide phosphate) in neutrophils infiltrating tumors compared to skin (Figure 3C). Spleen neutrophils behaved like TAN while BM neutrophils had NAD(P)H levels similar to skin neutrophils. Complementary to these results, we found an elevated production of ROS in TANs, lower levels in the spleen, and poor ROS production in the skin and BM (Figure 3D). The neutrophil subsets expressing PD-L1 also produced significantly more ROS than the subsets lacking PD-L1 (Figure 3E). Besides, we quantified the nitrites produced by highly purified neutrophils from tumors of mSCC38-bearing mice. Because of the paucity of neutrophils in the skin, we were not able to include the skin control, but we added neutrophils from the BM instead. As shown in Figure 3F, purified TANs produced significantly more nitrite (NO). Similarly, we quantified arginase activity in highly purified neutrophils and found significant increased activity of arginase in TANs (Figure 3G). 

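Nos2, on chromosome 11 of mm9 from 78773567 to 78773626, had a log2 level of 7.40 ± 0.66 (SD, n = 2 arrays) in papilloma skin, 9.90 ± 0.05 (SD, n = 2) in tumor skin, 10.74 ± 0.27 (SD, n = 3) in papilloma and 12.14 ± 0.09 (SD, n = 2) in tumor in the scanner files. Its log2 fold change was 3.34 (SE 0.332, limma adjusted p = 0.00436) in papilloma versus papilloma skin and 2.24 (SE 0.364, limma adjusted p = 0.0445) in tumor versus tumor skin. The value table gave 2.89 (limma adjusted p = 0.000225) and 2.81 (limma adjusted p = 0.000644). Arg1, on chromosome 10 from 24636194 to 24636253, was at 6.74 ± 0.20 (SD, n = 2) in papilloma skin, 6.43 ± 0.35 (SD, n = 2) in tumor skin and 9.69 ± 0.61 (SD, n = 3) in papilloma. It rose by 2.95 in papilloma versus papilloma skin (SE 0.399, limma adjusted p = 0.00743), and by 1.82 in the value table (SE 0.552, limma adjusted p = 0.0958), where it did not pass the threshold. Every lesion array lay above every skin array for both genes. With slide as a term in limma, neither gene passed the adjusted threshold in either contrast.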

Elevated NO and arginase activity in the mSCC38 model was consistent with our finding that transcription of *Nos2* and *Arg1* was increased in neutrophils from tumors and papillomas of DMBA/PMA-treated mice, compared to surrounding skin (Figure 1F). Such a phenotype also suggests that TANs may be involved in T cell immunosuppression in cSCC.

### 2.3. TANs Limit Antitumor CD8^+^ T Cell Responses and Concomitant Upregulation of PD-L1 on TANs and PD-1 on CD8+ T Cells Participates in This Process

The above gene expression analysis and phenotypic and functional characterization suggested that TANs could promote cSCC. Consistent with this phenotype, we detected TGF-β within whole tumor cell lysates, with a 2-fold increase of TGF-β between days 15 and 28 (Figure S6A). In order to directly demonstrate such a protumor role of TANs, we developed an in vivo protocol of neutrophil depletion that allowed the depletion of neutrophils in blood and in tumors (Figure S6B,C). As shown in Figure 4A, the depletion of TANs significantly delayed mSCC38 growth as compared to isotype control IgG-treated mice.

Immune suppression is associated with protumor functions and has been attributed to N2 TAN and MDSC [10,16]. We therefore evaluated whether TAN promoted cSCC progression through the inhibition of antitumor CD8^+^ T cell responses. We chose to address this question by directly monitoring ex vivo the outcome of TAN depletion on the CD8^+^ T cell response. This choice of approach was guided by recent concerns over the accuracy of the in vitro assays used to measure suppression of T cell activity [38]. The immunosuppressive activity of TAN was observed when comparing the CD8^+^ T cell responses in tumors from mice that were treated either with anti-Ly6G or isotype IgG control (Figure 4B,C).

We did not find significant differences in the frequencies of CD3+CD8+ and CD3+CD4+ T cells, as well as Foxp3^+^ CD25^+^ regulatory T cells (Treg) and natural killer (NK) cells, among mSCC38-infiltrating CD45^+^ immune cells (Figure S6D–F). By contrast, the frequencies of proliferating and IFN-γ-producing CD3^+^CD8^+^ T cells were significantly increased in the absence of neutrophils (Figure 4B,C). This immune suppression may result from a direct crosstalk between TAN and CD3+CD8+ T cells, as immunofluorescence staining of mSCC38 tumor sections identified neutrophils in contact with CD8+ T cells (Figure 4D).

Several mechanisms can be responsible for the inhibition of CD3+CD8+ T cell responses. We found that TAN showed a high arginase activity (Figure 3G) and high production of ROS and NO (Figure 3C–F) that can limit CD8+ T cell responses. In addition, because we found PD-L1 to discriminate TANs from neutrophils of the skin, we investigated whether PD-L1-PD-1 interaction could also play a role. We analyzed the expression of PD-1 on T cells (Figure 4E) and detected highly significant increased frequencies of PD-1-expressing CD8+ and CD4+ T cells in the tumor (*p* < 0.0001). By contrast, no expression of PD-1 was detected on T cells from the spleen and lymph node of tumor-bearing mice. To further depict mechanisms that could sustain such a role, we investigated the effect of the tumor microenvironment on the induction of PD-L1 expression and on TAN survival. We prepared tumor-conditioned medium (TCM) and treated in vitro PD-L1-negative BM neutrophils from naive mice. TCM was able to induce PD-L1 on about 40% of neutrophils (Figure 4F and Figure S7A). We then tested the impact of TGF-β, TNF-α, and IFN-γ cytokines as we previously identified them as top upstream regulators in TAN from DMBA/PMA-treated mice and also GM-CSF (granulocyte-macrophage colony-stimulating factor), which was reported to induce PD-L1 [39]. Treatment with IFN-γ, TNF-α, and GM-CSF could induce PD-L1 with different efficiencies, with IFN-γ being the most efficient and GM-CSF the least (Figure S7A). TGF-β did not induce any PD-L1 expression on neutrophils. We confirmed the predominant role of IFN-γ by depleting the TCM of IFN-γ and found that the frequency of PD-L1+ neutrophils was decreased by half (Figure 4F). The TCM was also able to maintain neutrophils alive in this experimental setting (Figure S7B), similarly to GM-CSF. This was in agreement with our previous observation from the gene expression profile of TANs from DMBA/PMA-treated mice, which showed that TANs displayed an increased lifespan compared to neutrophils in the surrounding skin (Figure S2B).

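At the papilloma stage, where the lesion effect was estimated against papilloma skin, the survival list had a median log2 fold change of 0.92 in the scanner files (13 of 18 genes higher, 6 of them past the DEG thresholds) and 0.27 in the value table (13 of 19 higher, 6 past the thresholds and 1 lower and past them). The pro-apoptotic list had medians of 0.85 (18 of 23 higher, 7 past the thresholds) and 0.037 (13 of 24 higher, 2 past them). Gene expression was measured in sorted cells, and no lifespan was measured on these arrays.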

Collectively, our data demonstrate that infiltrated TANs contribute to cSCC development by limiting effector CD8^+^ T cell responses.

## 3. Discussion

The observed increased infiltration of neutrophils in invasive cSCC in humans [6] questions their role during cSCC development and relapse. To gain an understanding of their contribution, we provide here an extensive characterization of neutrophils infiltrating lesions and the surrounding skin throughout cSCC progression. Both gene expression signatures, and phenotypic and functional analyses showed that, once within lesions, TANs acquired protumorigenic phenotypes and immunosuppressive capacities that contribute to cSCC progression.

The recruitment of abundant numbers of neutrophils was observed in the mouse models of cSCC we studied, consistent with the human pathology [6]. This may be a feature shared with squamous cell carcinomas in general, as depicted for lung SCCs enriched in TANs as compared to lung adenocarcinomas [35,40,41]. Interestingly, we found a significant correlation between gene signatures of TAN from both cutaneous and lung SCC, suggesting that the immune contexture of SCC certainly favors neutrophil recruitment. This is illustrated by our finding that the top canonical pathway that was activated was the IL-8 signaling pathway. This confirmed a primary role of CXCR1/CXCR2 and their ligands in the recruitment of neutrophils from blood, in agreement with other cancer types [5,17,42].

To study the impact of the TME, we chose to compare TANs to neutrophils within the skin surrounding the lesions. We speculated that as they were both recruited from blood, they were the most accurate controls. The study of the papilloma stage, which can be viewed as a precancerous step, together with the tumor stage allowed us to show that most of the impact of the TME already occurred at the papilloma stage. Nevertheless, we were also able to identify specific features of TANs at each stage of the carcinogenesis. 

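The difference between the lesion effect at the tumor stage and that at the papilloma stage was tested as an interaction. limma called 0 probes in the scanner files, with 17955 of 55155 at an unadjusted p under 0.05 and a smallest adjusted p of 0.086, and the median over all probes was -0.19. The slide term also called 0, with 1594 probes at an unadjusted p under 0.05. The value table gave 15 probes, 7 with a higher and 8 with a lower effect at the tumor stage. With 1 column left out it gave 0 to 4, and with the 7 columns that have a matching scanner file 0, with 5210 probes at an unadjusted p under 0.05. Among the 8 lower probes were those of Actg2, at 3.59 in papilloma versus papilloma skin and 0.89 in tumor versus tumor skin, and Acta2, at 1.3 and -0.76. These genes were named after their values were seen. The paper reasons from the comparison of the stages that most of the influence of the tumor microenvironment was already present in papillomas.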

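In tumor versus papilloma the extracellular matrix remodeling list had a median log2 fold change of -0.33 in the scanner files (18 of 30 genes lower, limma camera adjusted p = 0.903) and -0.77 in the value table (25 of 33 lower, limma camera adjusted p = 3.54e-07). Over all genes 0 and 4 of them passed limma's adjusted threshold, and 0 and 17 when adjusted over the list alone. Without tumor 2 the median of the scanner files reversed to 0.63. The angiogenesis list had medians of 0.045 (limma camera adjusted p = 0.399) and -0.15 (limma camera adjusted p = 0.167), with 0 and 2 members past the threshold over all genes and 2 and 8 adjusted over the list alone. The immune suppression list had a median of -0.20 in the scanner files (16 of 22 lower in tumor, limma camera adjusted p = 0.278) and -0.16 in the value table (16 of 24 lower, limma camera adjusted p = 0.0278), with 0 and 3 members past the threshold over all genes and 2 and 6 adjusted over the list alone. This call from the value table was lost in 2 of the 9 cases in which 1 column was left out.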

We found that angiogenesis and extracellular matrix remodeling were functions primarily implemented by precancerous TANs and that immune suppression was predominantly completed at the tumor stage. This indicates that neutrophils are highly plastic, not only in distinct organs [19,20,43] but also over the course of tumor progression. The comparison of TME versus surrounding skin also identified a prolonged lifespan of TAN within tumors, and in vitro cultures in the presence of TCM enhanced the survival of neutrophils. This sustained survival with TCM was also observed in other cancers [39,40] and we identified a role for GM-CSF in this process. This observation is reminiscent of the reduced rate of apoptosis of the circulating human low-density neutrophils (LDNs) compared to high-density neutrophils (HDNs) and reinforced the proposed link between LDNs and N2 TANs [30,44].

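In tumor versus tumor skin 7 of the 19 survival genes of the value table passed the DEG thresholds as higher in tumor and none as lower, and in the scanner files 0 of 18 passed. Of the pro-apoptotic genes, 5 of 24 passed as higher and 2 as lower in the value table, with a list median of 0.20, and 0 of 23 in the scanner files, with 0.22.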

The observation that TANs predominantly harbor a protumorigenic phenotype in cSCC is shared with many cancers but also differs from others [11,14,16]. Our study does not exclude the presence of minor subsets of neutrophils that favor antitumor responses, as reported in the early stages of lung cancer [45] or in a murine carcinogen-induced sarcoma model [8]. Hence, we detected higher levels of *Nos2* and *GrzB* transcripts in TANs, with both being associated with cytotoxic functions [46,47,48]. 

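Gzmb, on chromosome 14 of mm9 from 56877916 to 56877975, had a log2 level of 5.07 ± 0.50 (SD, n = 2 arrays) in tumor skin and 5.54 ± 0.96 (SD, n = 2) in tumor in the scanner files, a log2 fold change of 0.47 (SE 0.494, limma adjusted p = 0.654), with 1 of 2 tumor arrays above both tumor skin arrays. It was 1.90 without tumor 1 and -0.31 without tumor 2. The value table gave 1.32 (SE 0.209, limma adjusted p = 0.00872), with both tumor columns above both tumor skin columns, and it no longer passed the threshold when either tumor column was left out. In papilloma versus papilloma skin it was 1.70 (SE 0.451, limma adjusted p = 0.0424) in the scanner files and 0.63 (SE 0.191, limma adjusted p = 0.0938) in the value table, and all 3 papilloma arrays lay above both papilloma skin arrays. The probe was well above background on 1 of 2 arrays of papilloma skin and 1 of 2 of tumor skin, in each the compressed array, so that the size of both changes in the scanner files rests on a level near background in skin. For Nos2 the difference between tumor and papilloma was 1.4 (SE 0.332, limma adjusted p = 0.129) in the scanner files and 1.79 (SE 0.195, limma adjusted p = 0.00853) in the value table, with both tumor arrays above all 3 papilloma arrays.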

We also found that TANs were heterogeneous in cSCC, with upregulation of some activation markers. Whether anti- and pro-tumor neutrophils could be differentiated by the level of activation still remains an open question [9,36]. In human studies, antitumor TANs have been shown to express a classically activated phenotype with upregulation of CD54 and downregulation of CD62L and CD16 [40,49] and protumor TANs also showed an activated immunosuppressive phenotype with upregulation of CD54 and PD-L1, similarly to our findings [39]. IFN-γ drove a high level of PD-L1, consistent with an adaptive resistance [50,51]. Further work is needed to get the full diversity of phenotypes and their relationships with PMN-MDSC and immature/mature neutrophils [52,53]. Already, comparison with lung SCC models suggests that conserved gene expression profiles can be found and that a continuum of states also characterizes neutrophil subsets [18,35].

A key observation in our study is that TANs in cSCC are actively involved in immune suppression, limiting CD8^+^ T cell responses, and promoting cSCC growth. We investigated the immunosuppressive phenotype of TANs in vivo, in the complex context of tumor progression and immune response modulation. We demonstrated that a combination of immunosuppressive mechanisms was in place. 

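In tumor, Arg1 was at a log2 level of 10.78 ± 0.38 (SD, n = 2 arrays) in the scanner files, a log2 fold change of 4.35 over tumor skin (SE 0.437, limma adjusted p = 0.0138), and 3.45 (SE 0.605, limma adjusted p = 0.0127) in the value table. With each array left out in turn the change stayed between 3.61 and 5.04 in the scanner files and between 3.03 and 3.87 in the value table. It no longer passed the threshold without tumor skin 2 in either source, nor without tumor 2 in the value table. The probe was well above background on 1 of 2 arrays of tumor skin, the compressed array tumor skin 1, so that the size of the change rests on a level near background. Tumor versus papilloma differed by 1.09 (SE 0.399, limma adjusted p = 0.211) and 0.40 (SE 0.552, limma adjusted p = 0.763), which did not pass the threshold. The transcript was measured here and arginase activity was not.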

TANs purified from cSCC tumors exhibited increased *Arg1* transcription as well as higher arginase activity, potentially leading to arginine depletion from the environment, a metabolite crucial for T cell effector function [11,16]. At the same time, we showed an increase of NO and ROS, both being able to act as intracellular signaling molecules to modulate T cell functions [54]. Their contribution is likely to be local and hence, we did not find significant modulation of nitrite concentrations and arginase activity in whole tumor cell samples from mice depleted or not of neutrophils. Further work is needed to assess the full contribution of NO and ROS. Lastly, we found that TANs upregulated PD-L1 while CD8^+^ T cells upregulated PD-1 in the TME. TANs can participate in the immune suppression of T cell responses via PD-L1-PD-1 immune checkpoint interaction, as indicated by the positive correlation between tumor size and frequencies of PD-L1+ TANs. This is consistent with recent studies, which demonstrated the contribution of both tumors and non-tumor cells expressing PD-L1 to the suppression of T cell responses [55]. Interestingly, a recent phase 1 trial using cemiplimab that targets PD-1 was conducted in advanced cSCC. It induced a response in half of the patients and may be linked to PD-L1+ TAN infiltration [56]. PD-L1 expression on TANs was reported in several cancers, such as head and neck squamous cell carcinoma, hepatocellular carcinoma, colon cancer, gastric cancer, and lung cancer, and may constitute targets for anti-immune checkpoint treatments [55]. The effect of current anticancer immunotherapy treatments in combination with other molecules acting on TANs is also being examined and may provide valuable insights into TAN functions. This is well exemplified by Gemcitabine treatment, which selectively eliminated CD11b^+^ Gr-1^+^ cells and efficiently enhanced the efficacy of a combination of resiquimod immunomodulatory and PD-L1 blockade against a murine HNSCC tumor highly infiltrated by TANs [57], or by c-MET (tyrosine-protein kinase Met) inhibitors, which enhanced anti-PD-1 treatment efficacy via blockade of neutrophil recruitment [27]. Besides PD-L1, we evaluated the expression of Siglec F reported to be a protumor marker for TANs in lung adenocarcinomas [32]. Siglec F was induced on a proportion of TANs in cSCC, either together with PD-L1 or alone, but its expression was not associated with ROS, nor correlated with tumor size in cSCC. Further characterization of TAN subsets is warranted to extend our understanding of their functions in cSCC development.

## 4. Materials and Methods

### 4.1. Mice

FVB/N wild-type (WT) mice (Charles River Laboratories, St Germain Nuelles, France) were bred and housed in specific pathogen-free conditions. Experiments were performed using 6–7-week-old female FVB/N, in compliance with institutional guidelines and were approved by the regional committee for animal experimentation (reference MESR 2016112515599520; CIEPAL, Nice Côte d’Azur, France).

### 4.2. In Vivo Tumor Growth

Multi-stage chemical carcinogenesis was induced as follows: 200 nmol of DMBA (Sigma-Aldrich, St Quentin Fallavier, France) dissolved in toluene (Merck Millipore, Molsheim, France) and further diluted in acetone were applied on the shaved back of mice at 6 and 13 weeks of age, together with the application twice weekly of 5 nmol of PMA (Sigma-Aldrich, St Quentin Fallavier, France) dissolved in acetone, from week 1 to week 18–20. Mice were assessed for papilloma and tumor development throughout the treatment from week 10–12 up to sacrifice in week 22. The mSCC38 tumor cell line was established from DMBA/PMA-induced sSCCs and maintained in DMEM (Dulbecco’s Modified Eagle Medium) (Gibco-ThermoFisher Scientific, Courtaboeuf, France) supplemented with 10% heat-inactivated fetal bovine serum (FBS) (GE Healthcare, Chicago, IL, USA), penicillin (100 U/mL), and streptomycin (100 μg/mL) (Gibco-ThermoFisher Scientific, Courtaboeuf, France). Then, 5 × 10^5^ mSCC38 were intradermally injected in anesthetized mice after dorsal skin shaving. Tumor volume was measured manually using a ruler and calculated according to the ellipsoid formula: Volume = Length (mm) × Width (mm) × Height (mm) × (π/6).

### 4.3. In Vivo Neutrophil Depletion

Mice received intraperitoneal injection of 150 μg of either anti-Ly6G (clone 1A8) or isotype IgG control (clone 2A3) (BioXcell, Lebanon, NH, USA) one day before mSCC38 engraftment and continuously every three days. Neutrophil depletion was monitored by flow cytometry, in blood day 14 and 28, and in tumor at sacrifice.

### 4.4. Tissue Preparation and Cell Purification

Papillomas and tumors were enzymatically treated twice with collagenase IV (0.6 mg/mL) (Sigma-Aldrich, St Quentin Fallavier, France), dispase II (2.5 mg/mL), and DNase I (0.2 mg/mL) (Roche Diagnostic, Meylan, France) for 20 min at 37 °C and the skin surrounding cancerous lesions was treated twice with collagenase IV (0.6 mg/mL) for 20 min at 37 °C. Immune cells were enriched using a Percoll gradient centrifugation (GE Healthcare, Chicago, IL, USA). For DMBA/PMA-treated mice, isolated cells were incubated with 5 μg/mL anti-CD16/CD32 (2.4G2) to block Fc receptors prior to incubation with the following fluorescently labeled antibodies to CD3 (145-2C11), CD11c (HL3), CD45 (30-F11), CD45R/B220 (RA3-6B2), CD335/NKp46 (29A1.4), Gr-1 (RB6-8C5), Ly6C (AL-21), Ly6G (1A8), and MHCII (I-A/I-E) (2G9). For mSCC-38-bearing mice, isolated cells were enriched in CD45^+^ cells using CD45-biotin antibody (BD Biosciences, Le Pont de Claix, France) and anti-biotin magnetic beads (Miltenyi Biotec, Paris, France) according to the manufacturer’s instructions. Cells were then incubated with 5 μg/mL anti-CD16/CD32 (2.4G2) and stained with anti-CD11b (M1/70), anti-Ly6G (clone 1A8) antibodies, and live/dead marker (7-AAD). All antibodies and viability markers were purchased from BD Biosciences, Le Pont de Claix, France. Neutrophils were cell sorted on a BD FACSAria II™ (BD Biosciences, Le Pont de Claix, France). Purity after cell sorting was >98%.

Spleen and bone marrow (BM) cells flushed from mice femurs were homogenized into single-cell suspensions through a 70-μm nylon mesh. Blood was collected from the tail vein on heparin tubes. Red blood cells were lysed in ACK lysis buffer (150 mM NH4Cl, 10 mM KHCO3, 0.1 mM Na2 EDTA, pH 7.2). Neutrophils were enriched from BM cell suspensions using Histopaque-based density gradient centrifugation (Sigma Aldrich, St Quentin Fallavier, France).

### 4.5. RNA Isolation and Microarray Analysis

First, 50 to 700 ng total RNA were isolated from 0.01 to 2 million sorted cells using a micro RNAeasy kit according to the manufacturer’s instructions (Qiagen, Courtaboeuf, France). Purity and quality were assessed with a Bioanalyser (Agilent Technologies, Les Ulis, France). Probes were synthesized from RNA with the LowInput QuickAmp Labeling Kit (Agilent Technologies, Les Ulis, France). cRNA with appropriate quality control were hybridized to SurePrint G3 Mouse GE 8x60K microarrays (Agilent Technologies, Les Ulis, France). Two or three biological replicates were performed for each experimental condition to obtain sufficient material. Neutrophils were purified from the skin surrounding papillomas (3 mice per experiment), skin surrounding tumors (5 mice per experiment), papillomas (a mean of 60 papillomas from 3 mice), and tumors (a mean of 12 tumors from 5 mice). The obtained microarray experimental data and associated microarray designs were deposited in the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under the serial record number GSE133807. The raw data were quantile normalized using the Bioconductor package limma. The batch effect induced by the microarray chips was removed using the ComBat method. Gene expression was implemented with the limma package. The Benjamini–Hochberg procedure was used to control the experiment-wise false discovery rate (FDR) from multiple testing procedures. We performed a principal component analysis (PCA) on the 15% most variable probe sets with a minimum log2 average expression of 6, selected with the PopulationDistances program from http://cbdm.hms.harvard.edu/LabMembersPges/SD.html. Using a pairwise average-linkage method (GenePattern) (http://www.broadinstitute.org/cancer/software/genepattern/), a hierarchical clustering was performed on the same probe sets median centered across all samples. Differentially expressed probe sets were selected based on an average log2 expression level across all conditions of at least 6, an absolute log2-fold change ≥1, and an adjusted *p* value ≤ 0.05. Further analyses were carried out using the Protein Analysis Through Evolutionary (PANTHER) database (http://pantherdb.org) and QIAGEN’s Ingenuity Pathway Analysis (IPA) tool, QIAGEN Redwood City (http://www.qiagen.com/ingenuity). A biological correlation coefficient between papilloma versus papilloma skin and tumor versus tumor skin comparisons was estimated using the Genuine Association of Gene Expression Profiles (GENAS) method implemented in the limma R package. A k-means ++ (z-norm) clustering was performed with the ExpressCluster software v1.3 (http://cbdm.hms.harvard.edu/LabMembersPges/SD.html) on the union of differentially modulated genes between lesions and surrounding controls (a total of 2166 probe sets). For genes with multiple probe sets, the median intensity value was computed.

### 4.6. Flow Cytometry and Computational Analysis

Cell suspensions were incubated with anti-CD16/32 (2.4G2) to block Fc receptors. For flow cytometry surface labelling, cells were stained with antibodies against CD3 (145-2C11), CD4 (GK1.5 and RM4-5), CD8α (53-6.7), CD11b (M1/70), CD19 (1D3), CD25 (PC61), CD45 (30-F11), MHCII (M5/114.15.2), Gr1 (RB6-8C5), Ly6G (1A8), Ly6C (AL-21), NKp46 (29A1.4), Siglec F (E50-2440), CD274 (MIH5), CD62L (MEL-14), CD54 (3E2), CD80 (16-10A1), CD279 (J43) (BD Biosciences, Le Pont de Claix, France), CD11c (N418), (Biolegend, Amsterdam, The Netherlands), and live/dead markers: 7-AAD (BD Biosciences, Le Pont de Claix, France), Zombie Aqua, and Zombie NIR (Biolegend, Amsterdam, The Netherlands). For intracellular staining, cells were either stained after isolation or restimulated for 4 h at 37 °C in complete DMEM medium supplemented with 100 ng/mL PMA (Sigma-Aldrich, St Quentin Fallavier, France), 1 μg/mL ionomycin in the presence of GolgiStop, and GolgiPlug (BD Biosciences, Le Pont de Claix, France). Cells were fixed and permeabilized with either BD Cytofix/Cytoperm (BD Biosciences, Le Pont de Claix, France) for cytokine staining or Foxp3/Transcription Factor Staining Buffer Set (eBioscience, Paris, France) for nuclear staining. Antibodies against Ki67 (SolA15), IFN-γ (XMG1.2) and Foxp3 (MF23) were used. Samples were acquired on a BD LSR Fortessa (BD Biosciences, Le Pont de Claix, France) and analyzed with DIVA V8, FlowJo V10 software (BD Biosciences, Le Pont de Claix, France) and a Cytobank platform (Beckman Coulter, Roissy, France). The visualization of t-Distributed Stochastic Neighbor Embedding (viSNE implementation of t-SNE) was used to automatically arrange cells according to their expression profile of the measured proteins and to visualize all cells in a 2-D map, where the position represents local phenotypic similarity. The analyzed neutrophils were embedded in a set of t-SNE axes designated as t-SNE-1 and t-SNE-2 according to the per-cell expression of CD11b, Ly-6G, CD62L, PD-L1 (CD274), CD54, and Siglec F. After dimensionality reduction with t-SNE, neutrophils were grouped in 50 meta-clusters that contained phenotypically homogenous cells using the computationally generated self-organized map with the FlowSOM algorithm.

### 4.7. Immunofluorescence

mSCC38 tumors were fixed in Antigenfix (Diapath, Martinengo, Italy) for 1 h at 4 °C, washed, and incubated in 30% sucrose (Sigma-Aldrich, St Quentin Fallavier, France) overnight at 4 °C. Fixed tumors were washed, embedded in OCT (Tissue-Tek, Villeneuve d’Ascq, France), and frozen prior to cryostat sectioning. Next, 7-μm-thick cryostat tumor sections were blocked with 10% normal donkey serum in PBS, 2% BSA (Sigma-Aldrich, St Quentin Fallavier, France), 1% FBS, and 0.5% saponin (Sigma-Aldrich, St Quentin Fallavier, France) at room temperature (RT) for 1 h. Sections were stained overnight with primary antibody (purified anti-CD8 (53-6.7) or purified anti-CD31 (390) (BD Biosciences, Le Pont de Claix, France), followed by incubation for 2 h at RT with donkey anti-rat IgG-A594 (Invitrogen-ThermoFisher Scientific, Courtaboeuf, France). After extensive washes, sections were labeled with anti-Ly6G-FITC (1A8) for 1 h at RT. Nuclei staining was performed using Hoechst 33342 (ThermoFisher Scientific, Courtaboeuf, France) for 5 min at RT and sections were mounted with Prolong Diamond (ThermoFisher Scientific, Courtaboeuf, France). Slides were imaged with a LSM780 confocal microscope (Zeiss, Marly le Roi, France) and analyzed with Fiji software.

### 4.8. Oxidative Burst Assay

After surface staining, 500,000 cells were incubated for 15 min at 37 °C in buffer (PBS, 3% FBS, 5mM EDTA) supplemented with 1 μM Dihydrorhodamine (DHR) 123 and 50 μg/mL catalase (Sigma-Aldrich, St Quentin Fallavier, France). Cells were subsequently washed with PSE and the fluorescence intensity of DHR123 was read on a BD LSR Fortessa (BD Biosciences, Le Pont de Claix, France) and analyzed with DIVA V8 and FlowJo V10 software (BD Biosciences, Le Pont de Claix, France).

### 4.9. NADPH/NADP

After surface staining, 500,000 cells were incubated for 30 min at 37 °C in PBS supplemented with a JZL1707 NAD(P)H sensor according to the manufacturer’s instructions (AAT Bioquest, Euromedex, Souffelweyersheim, France). Cells were subsequently washed with PBS and the fluorescence intensity of the JZL1707 NAD(P)H sensor was read in the PE channel on a SP6800 Spectral Cell Analyzer (Sony, Weybridge, UK) and analyzed with FlowJo V10 software (BD Biosciences, Le Pont de Claix, France).

### 4.10. NO (Nitrite) Quantification

First, 10^6^ highly purified neutrophils were cultured for 24 h at 37 °C in DMEM without red phenol (Gibco-ThermoFisher Scientific, Courtaboeuf, France) supplemented with 10% FBS (GE Healthcare, Chicago, IL, USA), penicillin (100 U/mL), and streptomycin (100 μg/mL) (Gibco-ThermoFisher Scientific, Courtaboeuf, France). NO production was measured in the supernatant using Greiss reagent assay according to the manufacturer’s instructions (Sigma Aldrich, St Quentin Fallavier, France). The absorbance was measured at 550 nm using a Multiskan FC plate reader (ThermoFisher Scientific, Courtaboeuf, France).

### 4.11. Arginase Activity Assay

Whole cell lysates of highly purified neutrophils were prepared in 1% Igepal CA-630 (Sigma Aldrich, St Quentin Fallavier, France), 40 mM Tris-HCl, pH 8, 150 mM NaCl, 5 mM EDTA, 5 mM iodoacetamide, 2 mM PMSF, and protease inhibitor mixture (Complete Mini tablet; Roche Applied Scienc, Sigma Aldrich, St Quentin Fallavier, France) at 4 °C for 30 min. The arginase activity level was determined using the Arginase Assay Kit according to the manufacturer’s instructions (Sigma Aldrich, St Quentin Fallavier, France). The absorbance was measured at 450 nm using a Multiskan FC plate reader (ThermoFisher Scientific, Courtaboeuf, France).

### 4.12. TGF-β ELISA

Harvested tumors were immediately frozen in nitrogen liquid and thawed when cell lysates were prepared. A mechanical cell disruption and cell lysis was performed on a FastPrep-24 cell disruptor (MP Biomedical, Illkirch-Graffenstaden, France). Tumors were homogenized in 1% Igepal CA-630 (Sigma-Aldrich, St Quentin Fallavier, France), 10 mM Tris-HCl pH 8, 150mM NaCl, 5mM EDTA, 10% Glycerol, 0.5% anti-foam (silicone), and protease inhibitor mixture (Complete Mini tablet, Roche Applied Science, Sigma Aldrich, St Quentin Fallavier, France) and mixed with 0.5g Lysing Matrix D beads (MP Biomedicals Illkirch-Graffenstaden, France) before mechanical disruption. Supernatants were collected after centrifugation. Total protein quantification was performed using the BCA (bicinchoninic acid assay) protein assay (ThermoFisher Scientific, Courtaboeuf, France) and TGF-β1 concentrations determined by ELISA (Invitrogen, ThermoFisher Scientific, Courtaboeuf, France), according to the manufacturer’s instructions.

### 4.13. Tumor Conditioned Medium and In Vitro Stimulation

Total tumor cells were cultured in complete DMEM medium supplemented with 10% FBS for 24 h. Cells were discarded by centrifugation and tumor-conditioned medium (TCM) was harvested and stored at −20 °C. Aliquots of TCM were depleted of IFN-γ by incubation of TCM with anti-IFN-γ mAb (25 μg/mL) for 1 h at 4 °C followed by adsorption of the complex on Prot G-Sepharose 4B (Sigma-Aldrich, St Quentin Fallavier, France) for 30 min at 4 °C. Control aliquots of TCM were adsorbed on Protein G-Sephapose 4B alone. Treated TCM was collected by centrifugation and stored at −20 °C. Highly purified BM was stimulated in vitro for 24 h with medium alone or in the presence of TCM (1/2) or 10 ng/mL IFN-γ.

### 4.14. Statistical Analysis

Statistical analyses were carried out with Prism software version 6.0 (GraphPad Prism, San Diego, CA, USA). Depending on the data distribution (Shapiro normality test) and matched or not matched observations, a Kruskal–Wallis one-way ANOVA, an unpaired *t* test, or a Mann–Whitney test were used. Pairwise multiple comparisons of experimental groups were performed using two-way ANOVA. *p* ≤ 0.05 was considered statistically significant.

### 4.15. Data Deposition

The data reported in this article were deposited in the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (accession nos. GSE133807).

## 5. Conclusions

In conclusion, this extensive in vivo study of TANs infiltrating cSCC underlines their diversity of functions and highlights their predominant involvement in immune suppression of CD8^+^ T cell responses, notably through upregulation of PD-L1. It remains to broaden our knowledge of all the factors and cellular interactions in the TME that modulate the TAN’s phenotype and functions. Targeting of TANs is a promising therapeutic strategy for the treatment of cSCC and other cancers highly infiltrated with protumor neutrophils.

## Figures and Tables

**Figure 1:**
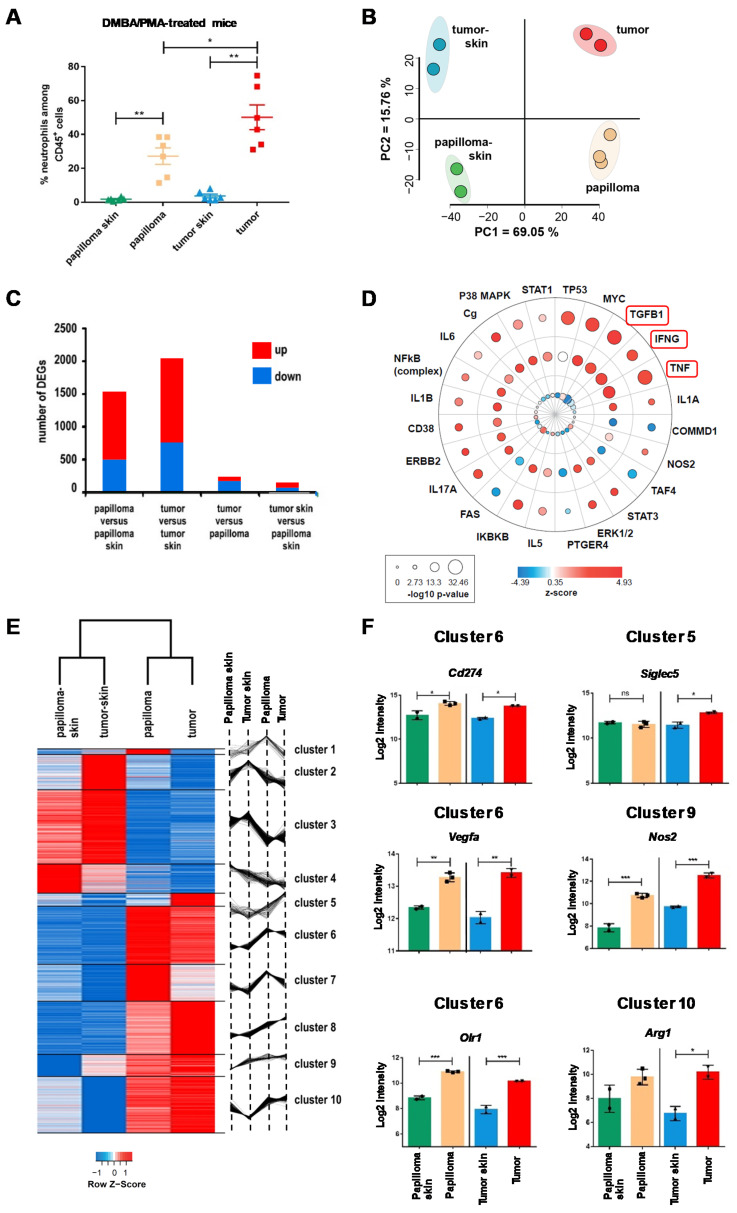
Distinct transcriptional signatures of neutrophils isolated from cSCC lesions and surrounding skin of DMBA/PMA-treated mice highlight their protumor functions. (**A**) Percentage of neutrophils among CD45+ cells in the skin surrounding papillomas (papilloma skin), within papillomas, in the skin surrounding tumors (tumor skin), and within tumors, *n* = 6 mice per group, * *p* < 0.05, ** *p* < 0.01, Mann–Whitney *U* test. (**B**) Microarray analysis of cell-sorted neutrophils: two-dimensional PCA of the 15% most variable probe sets with a minimum log2 average expression of 6. Neutrophils were purified from pools of skin surrounding papillomas (*n* = 6 mice, 2 experiments), skin surrounding tumors (*n* = 9 mice, 2 experiments), papillomas (175 papillomas from *n* = 8 mice, 3 experiments), and tumors (24 tumors from *n* = 5 mice, 2 experiments). (**C**) DEGs in pairwise comparisons. The four contrasts were analyzed based on a minimum log2 average expression of 6, an absolute logFc of at least 1, and an adjusted *p* value *p* ≤ 0.05. (**D**) IPA upstream regulator enrichments from the analysis of DEGs in papilloma versus papilloma skin (outer circle), tumor versus tumor skin (middle circle), and tumor versus papilloma (inner circle). The most significant (−Log10 ≥ 1.39) upstream regulators are shown. A negative z-score (blue) denotes an inhibited pathway. A positive z-score (red) stands for an activated pathway. (**E**) Hierarchical clustering of genes differentially expressed between lesions and their respective skin control identified 10 clusters. The DEGs were selected based on an average log2 expression level across all conditions of at least 7, an absolute log2-fold change ≥ 1, and an adjusted *p* value ≤ 0.05, in at least one of the two contrasts, papilloma versus papilloma skin and tumor versus tumor skin. (**F**) Average intensity expression levels and adjusted *p* values of *Cd274* (PD-L1), *Vegfa*, *Olr1* (LOX1), *Siglec 5* (Siglec F), *Nos2*, and *Arg1* transcripts are shown, * *p* < 0.05, *** *p* < 0.001, limma differential expression analysis. cSCC: cutaneous squamous cell carcinoma; DMBA: 7,12-dimethylbenz[a]anthracene; PMA: phorbol 12-myristate 13-acetate; PCA: principal component analysis; DEGs: differentially expressed genes; IPA: Ingenuity Analysis Pathways; PD-L1: programmed death-ligand 1; LOX1: lectin-type oxidized LDL receptor 1; Siglec F: sialic acid-binding immunoglobulin-type lectins.

**Figure 2:**
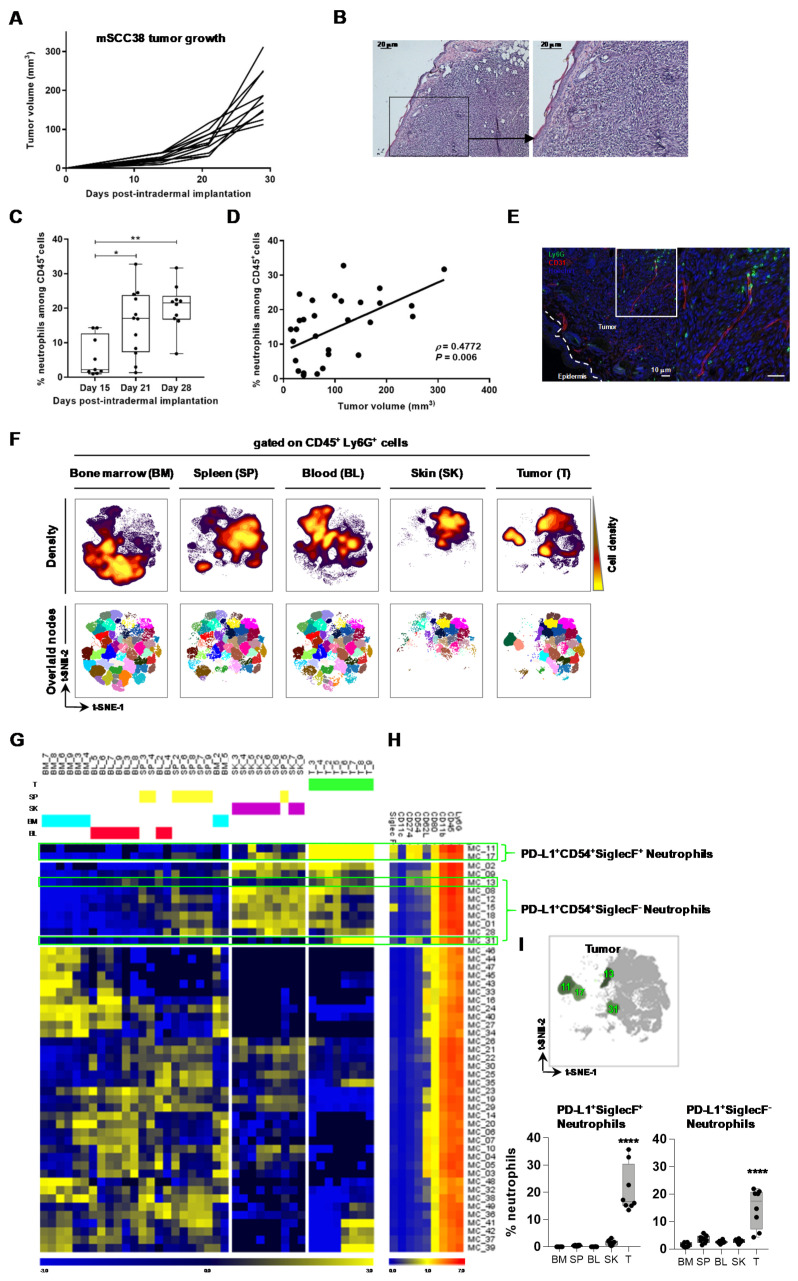
Characterization of TANs (tumor-associated neutrophils) infiltrating mSCC38 tumors. (**A**) Growth kinetic of mSCC38 grafted intradermally in FVB/N mice (*n* = 10 mice). (**B**) Representative hematoxylin-eosin staining of a frozen section, scale bar: 20 μm. (**C**) Proportion of TANs in mSCC38 tumors (*n* = 9–12, from three independent experiments), * *p* < 0.05, ** *p* < 0.01, Kruskal–Wallis one-way ANOVA. (**D**) Correlation between the frequency of infiltrating Ly6G^+^ TANs and tumor volume (*n* = 31). Linear regression curve, spearman r value, and *p* value (95% confidence interval) are shown. (**E**) Representative immunofluorescence imaging of frozen sections of mSCC38 tumor at day 30 post-intradermal implantation showing Ly6G+ neutrophils (green), CD31+ vessels (red), and nuclei (blue). The white dashed line delineates the epidermis–dermis junction; scale bar: 10 μm. (**F**) Neutrophil heterogeneity assessed by FlowSOM automatic clustering after t-SNE (t-distributed stochastic neighbor embedding) dimensional reduction using PD-L1, SiglecF, CD54, CD62L, CD11b, and Ly6G. Cell density for the concatenated file of each group is shown on a black to yellow heat scale. FlowSOM clustering was done to separate neutrophil subsets into 49 meta-clusters (MCs). MCs of merged files of each group were overlaid on a t-SNE map. (**G**) MC proportions heatmap. Samples and mean-centered Log2-transformed MC cell proportion were depicted in a heatmap and arranged according to complete linkage hierarchical clustering. (**H**) MC marker expression heatmap. Markers were arranged according to complete linkage hierarchical clustering, but MCs were ordered according to the (**G**) heatmap MC order. (**I**) Tumor-specific MCs. Four MCs (green gates in (**G**,**H**) were back-viewed on a t-SNE-2/t-SNE-2 map). Cell abundance of PD-L1^+^CD54^+^SiglecF^+^ neutrophil subset (MC 11 and 17) and PD-L1^+^CD54^+^SiglecF^−^ neutrophil subset (MC 31 and 13) is presented as the cell proportion among total neutrophils of each group of samples, **** *p* < 0.0001, Kruskal–Wallis one-way ANOVA.

**Figure 3:**
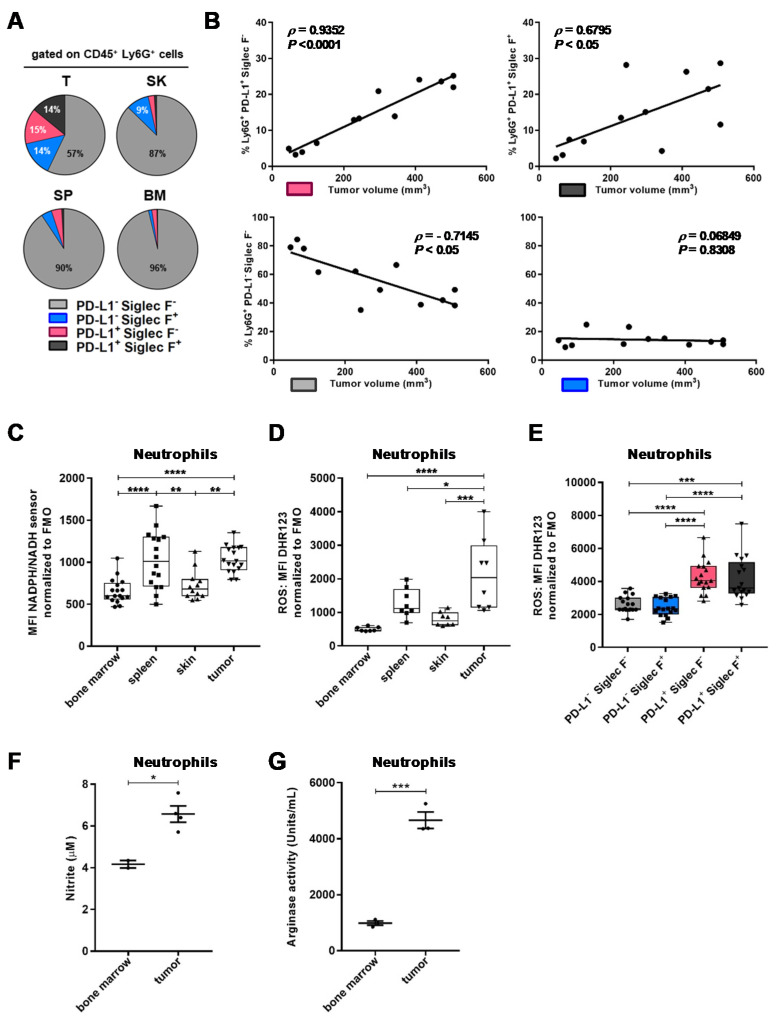
Phenotype and function of TANs infiltrating mSCC38 tumors. (**A**) Proportions of neutrophils expressing either PD-L1 and Siglec F alone or together or none of them, day 30 post-intradermal implantation (*n* = 5–12 mice, mean ± SEM (standard error of mean) from two independent experiments). PD-L1^−^Siglec F^−^ from tumors was significantly downregulated compared to the other subsets, **** *p* < 0.0001; PD-L1^+^Siglec F^−^ from tumors was significantly upregulated compared to skin and BM (bone marrow), * *p* < 0.05; PD-L1^+^Siglec F^+^ from tumors was significantly upregulated compared to skin and spleen, * *p* < 0.05 and to BM, ** *p* < 0.01; PD-L1^−^Siglec F^+^ from tumors was significantly upregulated compared to BM, * *p* < 0.05; Two-way ANOVA. (**B**) Correlation between the frequency of infiltrating PD-L1^+^Siglec F^−^, PD-L1^+^Siglec F^+^, PD-L1^−^Siglec F^−^, and PD-L1^−^Siglec F^+^ neutrophils and tumor size (*n* = 12). Linear regression curve, spearman r value, and *p* value (95% confidence interval) are shown. (**C**) Intracellular NAD(P)H (reduced nicotinamide adenine dinucleotide phosphate) levels and (**D**) ROS (reactive oxygen species) production in neutrophils from the BM, spleen, skin, and tumor from mSCC38-bearing mice (*n* = 8–17 mice, mean ± SEM from two or three independent experiments), * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 Kruskal–Wallis one-way ANOVA. (**E**) ROS production in TANs from mSCC38-bearing mice day 30 post-intradermal implantation (*n* = 17 mice, mean ± SEM from three independent experiments), *** *p* < 0.001, **** *p* < 0.0001 One-way ANOVA. (**F**) Nitrite concentrations measured in supernatants from overnight incubation of highly purified neutrophils from mSCC38-bearing mice (*n* = 18 mice, mean ± SEM from three independent experiments), * *p* < 0.05, unpaired two-tailed student’s *t* test. (**G**) Arginase activity measured in whole cell lysates from highly purified neutrophils from mSCC38-bearing mice (*n* = 18 mice, mean ± SEM from three independent experiments), *** *p* < 0.001, unpaired two-tailed student’s *t* test.

**Figure 4:**
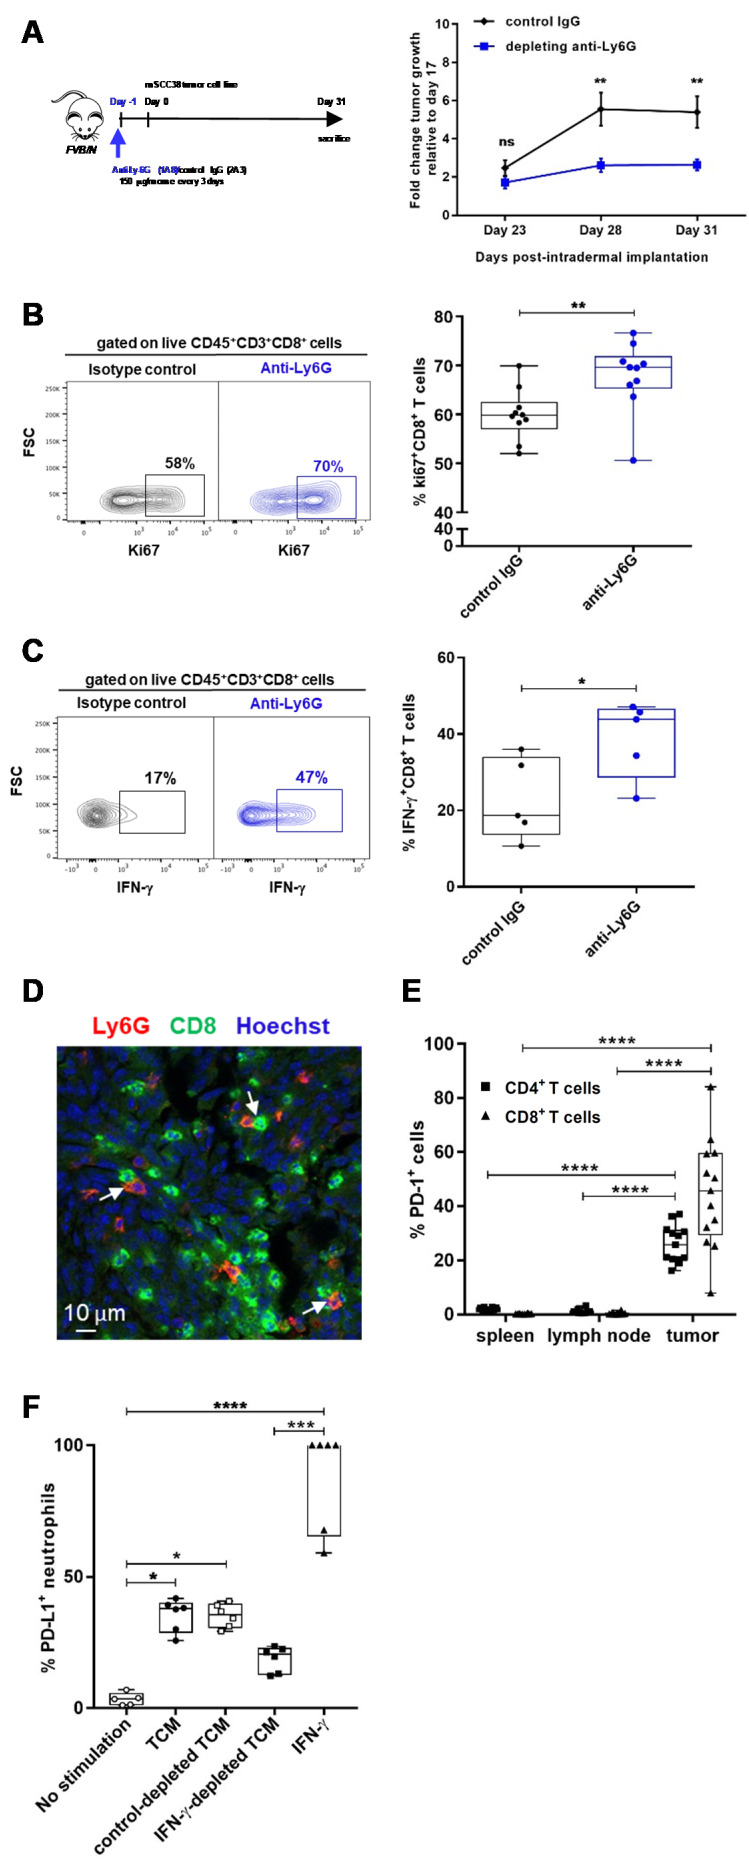
TAN depletion delays cSCC growth and restores antitumor CD8^+^ T cell responses. (**A**) left panel: Experimental protocol of the depletion of neutrophils in mSCC38-bearing mice; right panel: Fold change tumor growth between day 17 and indicated times (*n* = 10 mice per group, mean ± SEM from two independent experiments), ** *p* < 0.01 Two-way ANOVA. (**B**) Frequencies of proliferating Ki67^+^CD3+CD8+ T cells infiltrating mSCC38 tumors in isotype IgG control or anti-Ly6G-treated mice (*n* = 10 mice, mean ± SEM from two independent experiments). ** *p* < 0.01, Mann–Whitney *U*-test. (**C**) Frequencies of IFN-γ-producing CD3^+^CD8^+^ T cells infiltrating mSCC38 tumors in IgG control or anti-Ly6G-treated mice (*n* = 5 mice, mean ± SD). * *p* < 0.05 unpaired student’s *t* test. Representative contour plots are shown (**B**,**C** left panel). (**D**) Representative IF imaging of frozen sections of mSCC38 tumor at day 30 post-intradermal implantation, scale bar: 10 μm. (**E**) Proportions of PD-1+ cells among CD4+ T cells and CD8^+^ T cells from mSCC38-bearing mice day 30 post-intradermal implantation. (*n* = 10–13 mice, mean ± SEM from two independent experiments). **** *p* < 0.0001 Two-way ANOVA. (**F**) Frequencies of PD-L1+ neutrophils following stimulation of cell-sorted BM neutrophils from naive mice with the indicated TCM and cytokines for 24 h. * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001 Kruskal–Wallis one-way ANOVA. SD: standard deviation; IF: immunofluorescence; TCM: tumor-conditioned medium.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/7/1860/s1, Figure S1: Gene-expression analyses of cell-sorted neutrophils purified from skin and chemically-induced cSCC, Figure S2: IPA Canonical Pathway enrichments, Figure S3: Gene cluster GO-enrichment analyses, Figure S4: Common transcriptomic modulation signature between TANs in two different types of SCC, from the skin or the lung, Figure S5: Neutrophil frequencies and phenotypes in mSCC38-bearing mice, Figure S6: Analyses of tumor microenvironment of WT and neutrophil-depleted mice, Figure S7: Modulation of PD-L1 cell surface expression and survival of neutrophils.

How the deposited data were processed for this re-analysis (not part of the article)

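Gene expression was measured with 9 one-color Agilent mouse arrays on neutrophils sorted from papilloma skin (2 arrays), tumor skin (2), papilloma (3) and tumor (2), each array holding RNA pooled from mice. For each array the authors deposited scanner output of the Feature Extraction software with fluorescence intensity per spot, which the software had background-subtracted per its file headers and which was not scaled between arrays. The authors also deposited a table of 1 log2 value per probe and array, and the methods describe quantile normalization in limma and removal of the chip effect with ComBat without stating which of these steps the table holds. Groups were taken from the sample labels, and arrays were the unit of replication.

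The processed signals of 59305 spots that are not controls were log2 transformed, spots with an outlier flag were left out, and replicate spots were averaged per probe, which left 55155 probes. Quantile normalization was followed by ComBat with slide as batch and the 4 groups as covariates, in an implementation written for this purpose since the sva package was kept to count data here, and not compared with that package, and by limma. ComBat followed by limma does not count the degrees of freedom that the slides take up. Both ways were tested on simulated data of 55155 probes with slide shifts of SD 0.5. The spread within groups, probe by probe, was that of the value table and not of the scanner files. In these data 200 probes were shifted up or down by 2 on the log2 scale, first alone and then with 3 compressed and noisy arrays. The value table was tested with limma without further correction. R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.

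DEGs had a Benjamini-Hochberg adjusted p of at most 0.05, an absolute log2 fold change of at least 1 and a mean log2 level of at least 6, and for the union of DEGs at least 7. The contrasts were tumor versus tumor skin, papilloma versus papilloma skin, tumor versus papilloma, tumor skin versus papilloma skin, all lesions versus all skin, and the difference between the lesion effects of the stages. GENAS in limma gave the correlation between the lesion effects. The PCA used the 15% most variable probes, arrays were clustered by average linkage on 1 minus Pearson's r, and k-means used 10 clusters and 100 starts. Residual degrees of freedom were 5 with 9 arrays and 3 with slide in the model, which limits the precision of each test.

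Gene values are medians over the probes of a gene name as given on the array. Of 28685 probes with a RefSeq accession, 27235 were matched to the reference table and 24397 of these had the same name there. Named are all genes that the paper names, 24 of 25 of which were on the array and 1 of which is not reported here, members of gene lists where a sentence is about the list, and the DEGs with a symbol and signal well above background that changed most. The latter were also required to show no overlap between the arrays of the compared groups. Of them, 5 per direction were eligible for lesions versus skin of a stage and 3 per direction for the other contrasts. Gene set tests used camera with a preset correlation of 0.01 on 11 lists in 15 tests. The 9 marker lists, for neutrophils, monocytes and macrophages, dendritic cells, T cells, eosinophils, mast cells, keratinocytes, fibroblasts and endothelial cells, were set against 10000 random lists of the same size. A list of red blood cell genes was added after the data were seen.

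The contrasts, thresholds, gene lists, named genes and 18 alternatives, together with leaving out each of the 9 arrays, were chosen before the data were examined. The alternatives concern background correction, scaling to the 75th percentile, handling of the slide, the replicate number as a block, filters on level, dim probes and flags, probes or genes as the unit, the set test, and the value table itself. Further alternatives were added after the data were seen, among them the 6 arrays with a spike-in slope of at least 0.9, array weights and combinations of scaling with slide handling. The set of 6 arrays and the weighted fits had no slide correction. Of 126 splits of the 9 arrays into 5 and 4, 100 were tested, the real one included and the others drawn at random. IPA, PANTHER and the lung tumor gene lists were not used here, nor were the data of transplanted tumor cells.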

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

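The tests of keratinocyte RNA and of a lower neutrophil share, and the genes named for the stage difference, were chosen only after the result was seen, and so was the red blood cell list, after the rise of hemoglobin genes; the fibroblast test was written before its value.

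The lesion effect differed between the stages for 15 probes of the value table by the interaction test in limma, 7 with a higher and 8 with a lower effect at the tumor stage, against 0 from the scanner files, where 17955 probes had an unadjusted p under 0.05. Without 1 column the count was 0 to 4, and with 1 array left out of the scanner files it ran from 0 to 14672, so that it hangs on single arrays in both sources. The 7 columns with a matching scanner file gave 0. Smooth muscle genes such as Actg2 and Acta2 were among the lower ones and the red blood cell gene Fech among the higher ones. Red blood cells in the preparations are a candidate source for the rise of Fech, with a median of 2.63 for the red blood cell list in tumor versus papilloma, but Fech belongs to that list, which is no separate test of it. A source for the lower ones was not tested, and a change within neutrophils stays open.

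Keratinocyte genes, outside those the paper discusses, rose in lesions versus skin by a median of 0.751 in the value table, where 18 of 19 were higher, against -0.199 to 0.273 for the middle 95% of random lists. The median was 1.54 in the scanner files, with 12 of 16 higher. Without the genes named for their rise it was 0.673 in the value table, with 15 of 16 higher, and 0.436 in the scanner files, within the -0.234 to 0.563 of random lists. Keratinocyte RNA in the preparations from lesions may therefore contribute. The levels of Krt14 in the value table were 10.0 in papilloma skin, 9.32 in tumor skin, 12.2 in papilloma and 12.6 in tumor. Whether the RNA came from whole cells, from fragments or from neutrophils was not tested.

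Fibroblast genes rose in papilloma versus papilloma skin by a median of 1.59 in the value table, where 10 of 14 were higher, against -0.283 to 0.266 for random lists, and by 3.18 in the scanner files. The list shares 5 genes with the extracellular matrix list, and without these its median was 1.38, with 5 of 9 higher. Col1a2 was at 12.3 in papilloma skin and 14.1 in papilloma, whereas Dcn, another abundant member, was at 12.6 and 12.1. The rise of the matrix list without the shared genes, 0.884 with 20 of 28 higher, may also come in part from fibroblast RNA, which the test left open together with expression by neutrophils.

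Endothelial genes rose in lesions versus skin by a median of 1.3 in the value table, where 10 of 10 were higher, against -0.224 to 0.425 for random lists, and by 2.18 in the scanner files, where 8 of 8 were higher. Egfl7 was at 8.98 in papilloma skin, 7.43 in tumor skin, 11.6 in papilloma and 9.73 in tumor. The list shares 0 genes with the angiogenesis list, which does not rule out endothelial RNA behind the rise of that list. A lower share of neutrophils among the sorted cells would raise the markers of every other cell type if the mix of the others stayed the same. In the value table the monocyte and macrophage list argues against such a lower share with an unchanged mix as the whole cause. Its median there was -0.671, with 4 of 14 genes higher. In the scanner files the median of this list was -0.334, with 6 of 13 higher. By stage it was -1.04 in tumor versus tumor skin and 0.048 in papilloma versus papilloma skin, with 9 of 13 higher in the latter. A lower share with an unchanged mix thus stays open for papilloma versus papilloma skin in the scanner files. Where the mix differed, the monocyte and macrophage list cannot decide. Neutrophil genes had medians of -0.324 in the scanner files and -0.261 in the value table in lesions versus skin, both below random lists. A lower share of neutrophils therefore stays open in both sources. A source of endothelial RNA was not tested further.

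Hbb-b1 was higher in tumor than in papilloma by 4.78 in the value table (limma adjusted p = 0.0073), and by 3.25 in the scanner files (limma adjusted p = 0.148). Without tumor 2 the adjusted p in the value table was 0.0766, and on the 7 columns with a matching scanner file it was 0.103. Other red blood cell genes had a median of 2.63 in this contrast, with 8 of 10 higher, against -0.231 to 0.244 for random lists, and of 0.894 in the scanner files, with 7 of 9 higher. Red blood cells in the tumor preparations are a candidate source that the values allow.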

How the results depend on the processing

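The alternatives added after the data were seen are the set of 6 arrays, the array weights, the combined changes of signal scaling and slide handling, and every change made to the value table apart from its own use. Slides were not corrected in the set of 6 arrays, so that its results reflect both changes. T/TS stands for tumor versus tumor skin, P/PS for papilloma versus papilloma skin, T/P for tumor versus papilloma, TS/PS for tumor skin versus papilloma skin and L/S for lesions versus skin. Counts are of DEGs, and numbers in brackets are median log2 fold changes of lists or log2 fold changes of genes. Of 721 outcomes of comparisons from the scanner files under an alternative, 482 kept direction and side of the threshold, 41 reversed, and the others moved, lost or gained a call. For the value table 278 of 353 were kept and 1 reversed. Among single genes 1084 of 1450 outcomes were kept in the scanner files and 790 of 936 in the value table. Keeping spots with an outlier flag changed none of 26 comparisons. The probe of Epx lies at background, so that a sign of its change has no meaning. The cause of a change was not tested. Where an omission leaves a group with 1 array, limma takes the spread from the other groups, so that the lone array is assumed to vary like them. In the scanner files, leaving out tumor skin 2 or papilloma 3 also leaves slide 3 with 1 array. ComBat then shifts the slides without scaling their spread, so that these omissions change the correction too.

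From the value table, limma counted 15 in the stage difference, 1769 in P/PS, 145 in TS/PS, 249 in T/P and 2346 in T/TS, and GENAS was 0.62. The median reversed for angiogenesis in T/P (-0.15). The set call was gained for extracellular matrix in T/P (-0.77) and immune suppression in T/P (-0.16). The sign turned for Cxcr1 in T/TS (0.17), Ifng in P/PS (-1.74) and Siglec5 in P/PS (-0.29). With no slide correction, limma counted 13 in L/S and 0 in P/PS, T/TS, the Figure 1F calls and the union, and GENAS was 1, PC1 was 69.4% and PC2 was 13.1%. Medians reversed for IFN-γ targets in L/S (0.073). Signs turned for Epx in T/TS (-0.15). With slide as a block, limma counted 3 in L/S and 0 in P/PS, T/TS, the Figure 1F calls and the union. The set call was lost for glycolysis in T/P (0.13). Without slide correction 1451 probes in T/TS and 4929 in P/PS had an unadjusted p under 0.05, and with the slide block 1037 and 6177.

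With the replicate block, limma counted 5 in L/S and 0 in P/PS, T/TS, the Figure 1F calls and the union, and GENAS was 0.9999. List medians changed sign for IFN-γ targets in L/S (0.14). Calls were lost for glycolysis in T/P (0.23), leukocyte migration in L/S (-0.22) and survival in L/S (0.68). Single genes that reversed were Epx in T/TS (-0.15). Deviations from the group mean of arrays with the same number correlated in the scanner files by 0.603 to 0.663 between papilloma skin, tumor skin and tumor, whose first arrays are the compressed ones, and by -0.13 to 0.186 between these and papilloma. Of 9 distinct pairs 5 were over 0.1, against 3 in the value table, at -0.959 to 0.534, and as not all were, the numbers were not taken to pair the arrays. With the same block in the value table, limma counted 552 in P/PS, 1 in T/P, 737 in T/TS, 805 in the union and 0 in the stage difference and TS/PS, and PC1 was 58.3%. Reversed genes were Cxcr2 in P/PS (0.040).

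On the 6 arrays with a full spike-in slope, limma counted 166 in L/S and 0 in P/PS, T/TS, the Figure 1F calls and the union, and GENAS was 0.73. Calls were gained for extracellular matrix in T/P (-0.76). A change of sign came in Epx in T/TS (-0.16), Icam1 in P/PS (-0.50), Itgam in P/PS (-0.39), Itgam in T/TS (0.28), Siglec5 in P/PS (-0.55) and Tgfb1 in P/PS (-0.20). With array weights and no slide correction, limma counted 44 in L/S and 0 in P/PS, T/TS, the Figure 1F calls and the union. GENAS and the PCA took no weights, so that their values there are those without slide correction. The median reversed for IFN-γ targets in L/S (0.15). Gene values reversed for Epx in T/TS (-0.15). In the set of 6 arrays 7888 probes in T/TS and 7324 in P/PS had an unadjusted p under 0.05, with 2 residual degrees of freedom. There the log2 fold change of Cxcl1, papilloma versus papilloma skin, was -0.0012, and the log2 fold change of Ifng, papilloma versus papilloma skin, was -1.56, both reversed.

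Under 75th percentile scaling with no slide correction, limma counted 0 in L/S, P/PS and T/TS, and GENAS was 1. Under 75th percentile scaling with ComBat without groups, limma counted 987 in L/S, 121 in T/P and 0 in T/TS, and GENAS was 1 and PC1 was 48.5%. Under 75th percentile scaling with a slide block, limma counted 0 in L/S, P/PS and T/TS, and GENAS was 1. Under 75th percentile scaling with a replicate block, limma counted 0 in L/S, P/PS and T/TS, and GENAS was 0.9979. Under normexp with no slide correction, limma counted 297 in L/S and 0 in P/PS and T/TS, and GENAS was 1, PC1 was 70.0% and PC2 was 12.7%. Under normexp with ComBat without groups, limma counted 978 in L/S, 1375 in P/PS and 12 in T/TS, and GENAS was 0.97. Under normexp with a slide block, limma counted 75 in L/S and 0 in P/PS and T/TS, and GENAS was 1. Under normexp with a replicate block, limma counted 96 in L/S and 0 in P/PS and T/TS, and GENAS was 0.9999. Under raw mean signal with no slide correction, limma counted 244 in L/S and 0 in P/PS and T/TS, and GENAS was 1, PC1 was 73.0% and PC2 was 11.6%. Under raw mean signal with ComBat without groups, limma counted 1655 in P/PS and 9 in T/TS, and GENAS was 0.94. Under raw mean signal with a slide block, limma counted 100 in L/S and 0 in P/PS and T/TS, and GENAS was 0.9998. Under raw mean signal with a replicate block, limma counted 70 in L/S and 0 in P/PS and T/TS, and GENAS was 0.99 and PC2 was 14.2%.

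Without a level minimum, limma counted 8137 in P/PS and 8166 in the union. After scaling to the 75th percentile, limma counted 6018 in P/PS, 466 in T/P, 39 in T/TS and 4628 in the union, and GENAS was 0.059. Medians reversed for angiogenesis in T/P (-0.42) and glycolysis in T/P (-0.32). No longer past the threshold came leukocyte migration in L/S (-0.015). Newly past the threshold came immune suppression in T/P (-0.74). The sign turned for Cd80 in P/PS (0.057), Cxcr2 in P/PS (0.68), Ifng in P/PS (-0.71) and Ly6c1 in P/PS (0.052). After normexp background correction, limma counted 1 in TS/PS, 17 in T/P, 727 in T/TS and 4195 in the union. Camera gained a call for apoptosis in L/S (0.31). Signs turned for Epx in P/PS (0.090) and Ifng in P/PS (-0.17). Without background correction, limma counted 5818 in P/PS, 3 in T/P, 661 in T/TS and 4301 in the union. The set call was gained for apoptosis in L/S (0.40). Single genes that reversed were Epx in P/PS (0.16) and Ifng in P/PS (-0.11). When ComBat was not given the groups, limma counted 1123 in P/PS, 4 in the Figure 1F calls, 829 in the union and 0 in T/TS, and GENAS was 0.9999 and PC1 was 47.5%. List medians changed sign for angiogenesis in T/P (-0.023). Reversed genes were Epx in T/TS (-0.014) and Ifng in P/PS (-0.21). With genes in place of probes, limma counted 2 in T/P and 206 in T/TS. After removal of dim probes, limma counted 268 in T/TS. Over probes with a level of at least 6, GENAS was 0.021.

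When camera estimated the correlation, the set call was lost for TGF-β targets in L/S (1.25), TNF-α targets in L/S (0.95), angiogenesis in P/PS (1.28), cytoskeleton in L/S (-0.27), extracellular matrix in P/PS (2.24), glycolysis in T/P (0.14), glycolysis in T/TS (1.08), immune suppression in T/TS (0.81), leukocyte migration in L/S (-0.20) and survival in L/S (0.69). Under fry, the set call was lost for cytoskeleton in L/S (-0.27), glycolysis in T/P (0.14), immune suppression in T/TS (0.81) and leukocyte migration in L/S (-0.20). Using the brightest probe of a gene, the set call was lost for leukocyte migration in L/S (-0.19). Calls were gained for apoptosis in L/S (0.63). A change of sign came in Itgam in P/PS (-0.54), Siglec5 in P/PS (-0.22) and Sprr2a2 in P/PS (-0.34).

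The remaining changes concern the value table. At a level minimum of 7, limma counted 8 in the stage difference, 91 in TS/PS and 152 in T/P. With genes counted, limma counted 31 in the stage difference and 1516 in T/TS. On the 7 columns with a matching scanner file, limma counted 1018 in P/PS, 1647 in the union and 0 in the stage difference, TS/PS and T/P, and PC1 was 64.5% and PC2 was 16.7%. Camera lost its call for survival in L/S (0.45). Gene values reversed for Cxcr1 in T/TS (-0.14) and Itgam in P/PS (-0.0046). With no level minimum, limma counted 260 in TS/PS, and PC1 was 49.3%. In a PCA of all probes at level 6, PC1 was 46.5%. Under an estimated camera correlation, the set call was lost for TGF-β targets in L/S (0.82), TNF-α targets in L/S (0.56), angiogenesis in P/PS (0.63), cytoskeleton in L/S (-0.39), extracellular matrix in P/PS (1.003), extracellular matrix in T/P (-0.77), glycolysis in T/P (0.26), glycolysis in T/TS (1.45), immune suppression in T/P (-0.16), immune suppression in T/TS (0.39), leukocyte migration in L/S (-0.29) and survival in L/S (0.55). With fry, the set call was lost for leukocyte migration in L/S (-0.29). Newly past the threshold came apoptosis in L/S (0.12). With the brightest probe, the sign turned for Itgam in P/PS (-0.41) and Sprr2a2 in P/PS (-0.32).

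Leaving out 1 array of the scanner files moved the DEGs in the stage difference from 0 to 14672 (without papilloma 2), the DEGs in L/S from 292 (without tumor skin 2) to 2931 (without papilloma skin 2) and the DEGs in P/PS from 443 (without papilloma 3) to 14838 (without papilloma skin 2). The same omissions moved the DEGs in TS/PS from 0 to 11921 (without papilloma skin 2), the DEGs in T/P from 0 to 7766 (without papilloma 2) and the DEGs in T/TS from 2 (without tumor skin 2) to 4767 (without papilloma 2). They also moved the Figure 1F calls from 3 (without tumor skin 2) to 11 (without papilloma skin 2), GENAS from -0.59 (without papilloma 2) to 0.37 (without papilloma skin 1) and PC1 from 46.4% (without papilloma 1) to 73.4% (without papilloma 2). Array omissions took PC2 from 13.7% (without tumor skin 2) to 31.1% (without papilloma 1), IFN-γ targets in L/S from -0.34 (without papilloma 3) to 0.32 (without tumor skin 1) and angiogenesis in T/P from -0.25 (without tumor 1) to 0.22 (without tumor skin 1). Among gene lists they took apoptosis in L/S from 0.35 (without tumor 1) to 0.86 (without papilloma skin 2), extracellular matrix in T/P from -0.92 (without tumor 1) to 0.63 (without tumor 2) and glycolysis in T/P from 0.042 (without tumor 1) to 0.25 (without tumor 2). Other lists moved were immune suppression in T/P from -0.63 (without tumor 1) to -0.060 (without tumor 2), immune suppression in T/TS from 0.31 (without tumor 1) to 0.88 (without papilloma skin 1) and leukocyte migration in L/S from -0.44 (without papilloma skin 1) to 0.096 (without papilloma skin 2). Omission of 1 array took survival in L/S from 0.40 (without papilloma skin 1) to 0.90 (without tumor skin 1), the union from 390 (without papilloma 3) to 11051 (without papilloma skin 2) and Cd80 in T/TS from -1.05 (without tumor skin 2) to 0.32 (without tumor skin 1). Single genes they moved were Cxcl1 in P/PS from -0.28 (without papilloma skin 1) to 1.31 (without papilloma skin 2), Cxcr2 in P/PS from -0.64 (without tumor skin 1) to 0.039 (without papilloma 1) and Cxcr2 in T/TS from -0.68 (without tumor skin 2) to 0.83 (without tumor skin 1). Of further genes they took Epx in P/PS from -1.80 (without papilloma skin 1) to 1.09 (without papilloma skin 2), Epx in T/TS from -0.75 (without tumor 1) to 0.62 (without tumor 2) and Gzmb in T/TS from -0.31 (without tumor 2) to 1.90 (without tumor 1). Likewise they moved Icam1 in P/PS from -0.35 (without papilloma skin 1) to 4.66 (without papilloma skin 2), Ifng in P/PS from -1.18 (without papilloma skin 1) to 1.59 (without papilloma 2) and Itgam in P/PS from -0.073 (without papilloma skin 1) to 0.54 (without papilloma 1). In the same way they took Itgam in T/TS from -0.82 (without tumor 1) to 0.54 (without tumor skin 1), Krtap6-1 in P/PS from -5.67 (without papilloma skin 2) to 0.98 (without papilloma skin 1) and Siglec5 in P/PS from -0.22 (without papilloma skin 1) to 1.18 (without papilloma skin 2). The last gene moved was Tgfb1 in T/TS from -1.99 (without tumor 1) to 0.15 (without tumor 2).

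Leaving out 1 column of the value table moved the DEGs in the stage difference from 0 to 4 (without tumor skin 1), the DEGs in TS/PS from 0 to 9 (without papilloma 1) and the DEGs in T/P from 25 (without tumor 1) to 306 (without tumor skin 2). Those omissions also moved the DEGs in T/TS from 804 (without tumor 2) to 2382 (without papilloma skin 1), PC1 from 52.6% (without tumor skin 2) to 59.8% (without tumor 1) and PC2 from 18.4% (without tumor 1) to 27.7% (without tumor skin 2). Among lists in that source they moved IFN-γ targets in L/S from -0.090 (without papilloma skin 1) to 0.11 (without papilloma skin 2), angiogenesis in T/P from -0.20 (without tumor 2) to -0.036 (without papilloma 2) and immune suppression in T/P from -0.31 (without tumor 1) to -0.024 (without tumor 2). Column omissions took survival in L/S from 0.43 (without tumor 2) to 0.57 (without tumor skin 1), the union from 1595 (without tumor 2) to 2440 (without tumor skin 1) and Csf2 in P/PS from -0.20 (without papilloma skin 2) to 0.87 (without papilloma skin 1). Of the genes they took Cxcl1 in P/PS from -0.072 (without papilloma 2) to 0.43 (without papilloma 3), Cxcr1 in T/TS from -0.14 (without tumor 1) to 0.48 (without tumor 2) and Cxcr2 in P/PS from -0.39 (without papilloma skin 1) to 0.38 (without papilloma skin 2). At the end they moved Icam1 in P/PS from -0.0020 (without papilloma 2) to 0.77 (without papilloma skin 2) and Itgam in P/PS from -0.0046 (without papilloma skin 1) to 0.51 (without papilloma skin 2).

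Signal over background limits what the arrays resolve. On 6 arrays 43.5% to 63.5% of probes were well above background, and on the 3 arrays with a compressed range the share of 90.7% to 95.0% does not mean a better resolution.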

Differences from the paper's values

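All alternatives named without further remark were set before the data were examined; any other is said to have been chosen after seeing the values.

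For tumor versus tumor skin the paper gives 2045 DEGs and the scanner files gave 118. The value table (2346) and the omission of papilloma skin 1 (2061), papilloma skin 2 (2044) or papilloma 1 (2372) come within 1.5 times of the paper's count, and the other 18 alternatives do not. For papilloma versus papilloma skin the paper gives 1528 and the scanner files 3846. ComBat without groups (1123), the value table (1769) and the omission of papilloma skin 1 (1451), tumor skin 2 (1209) or tumor 1 (2155) come within it, and the other 17 do not. Chosen after seeing the values, ComBat without groups also came within it with normexp (1375) and with no background correction (1655).

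For tumor versus papilloma the paper gives 235 DEGs and the scanner files gave 0 with limma, with 11333 probes at an unadjusted p under 0.05. The value table (249) and the omission of papilloma skin 1 (311), papilloma 1 (231) or tumor 2 (236) come within it. For tumor skin versus papilloma skin the paper gives 144 and limma gave 0, with 12341 probes at an unadjusted p under 0.05. The value table (145) and the omission of papilloma skin 1 (155) come within it. The other 18 and 20 alternatives do not.

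For the GENAS correlation the paper gives 0.76 and the scanner files gave -0.1031. The value table (0.6193), no slide correction (1), ComBat without groups (0.9999) and the replicate block (0.9999) differ from it by less than the SD over omissions of single arrays, all but the first at the bound of the estimate, and the other 16 alternatives do not. Of those chosen after seeing the values, these were within 1.5 times of the paper's. The 6 arrays with a full spike-in slope, without slide correction, gave 0.7292, and the combinations of scaling or background correction with slide handling 0.9383 to 1. With probes at level 6 the value table gave 0.7929, with the replicate block 0.773, with the 7 matched columns 0.8214, and without 1 column, other than papilloma skin 2 or tumor skin 1, 0.5985 to 0.7624.

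Changes of the value table that were chosen after seeing the values also came within the paper's counts. In tumor versus tumor skin these were a level minimum of 7 (1930), no level minimum (2660), genes counted (1516), the 7 matched columns (1759) and the omission of any 1 column (1694 to 2382) other than tumor 2. In papilloma versus papilloma skin they were a level minimum of 7 (1428), no level minimum (1917), genes counted (1251) and the omission of any 1 column (1262 to 1877). In tumor versus papilloma they were no level minimum (287), genes counted (211) and the omission of papilloma skin 1 or papilloma skin 2 (192 each), tumor skin 1 (301) or tumor skin 2 (306). In tumor skin versus papilloma skin, genes counted (131) alone came within it.

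Of the DEGs higher in the lesion, Fig. 1C, read by eye, shows about 1300 in tumor versus tumor skin and about 1000 in papilloma versus papilloma skin, where the scanner files gave 57 and 2814. From the value table came 1507 and 1212. Omission of papilloma skin 1 (1051), papilloma skin 2 (1014), tumor skin 1 (1826), papilloma 1 (951) or papilloma 2 (1136) came within it for the first. ComBat without groups (859) and the omission of papilloma skin 1 (801) or tumor skin 2 (738) did so for the second, and the others did not. Of the settings chosen after seeing the values, the value table came within it for the first with no level minimum (1579), a level minimum of 7 (1218), genes counted (957), the 7 matched columns (1128) and the omission of any 1 column (1156 to 1501) other than tumor 2. For the second it did so with no level minimum (1288), a level minimum of 7 (992), genes counted (844), the 7 matched columns (668) and the omission of any 1 column (815 to 1267). ComBat without groups did so for the second with normexp (1078) and with no background correction (1235).

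In Fig. 1F, read by eye, the log2 fold change of Cd274 in papilloma is about 1.3, where the scanner files gave 2.47 and the value table alone came within the error, at 1.35. That of Vegfa in papilloma is about 0.94 against 1.66, with the value table at 0.97, the replicate block at 1.54 and the omission of papilloma skin 1 at 1.14 within it. In tumor Vegfa is at about 1.4 against 0.84. No slide correction and the replicate block (1.03), the slide block (0.80), the value table (1.38) and the omission of tumor skin 1 (1.49) or tumor 1 (1.08) are within the error there. Olr1 in papilloma is at about 2.0 against 4.46, with the value table at 2.06 and the omission of papilloma skin 1 at 1.98 within it. Siglec5 in papilloma is at about -0.2 against 0.56, with the brightest probe (-0.22), the value table (-0.29) and the omission of papilloma skin 1 (-0.22) within it. All other alternatives set before the data were examined were outside the error for these genes.

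Nos2 in papilloma is at about 2.9 in Fig. 1F, read by eye, against 3.34, and 11 of 20 alternatives lie within the error, among them the value table at 2.89. In tumor it is at about 2.8 against 2.24. No slide correction and the replicate block (2.27), the slide block (2.24), the value table (2.81) and the omission of tumor skin 1 (2.43) lie within it. Arg1 in papilloma is at about 1.8 against 2.95, where the value table alone, at 1.82, lies within it. In tumor it is at about 3.4 against 4.35, where 8 of 20 alternatives lie within it, among them the value table at 3.45.

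Settings chosen after seeing the values also came within their own error of Fig. 1F. The 6 arrays with a full spike-in slope gave log2 fold changes of 0.9696 for Vegfa, 1.642 for Olr1, -0.5465 for Siglec5, 2.871 for Nos2 and 2.083 for Arg1 in papilloma versus papilloma skin, and 1.682 for Vegfa and 2.409 for Nos2 in tumor versus tumor skin. Array weights, with errors of 0.563 to 1.74, gave 1.612 for Vegfa, 3.394 for Nos2 and 3.355 for Arg1 in papilloma and 1.035 for Vegfa and 2.265 for Nos2 in tumor. Without single columns the value table gave in papilloma 0.9962 to 1.713 for Cd274, 0.9074 to 1.015 for Vegfa, 1.952 to 2.167 for Olr1, -0.449 to -0.1022 for Siglec5, 2.631 to 3.158 for Nos2 and 1.016 to 2.619 for Arg1. In tumor it gave 1.254 to 1.511 for Vegfa, 2.643 to 2.967 for Nos2 and 3.029 to 3.868 for Arg1. These omissions were within it except papilloma skin 1 and papilloma skin 2 for Cd274, Nos2 and Arg1 in papilloma and papilloma 2 for Siglec5. The replicate block of the value table was within it for all of these, and the 7 matched columns for all but Cd274, Nos2 and Arg1 in papilloma.

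The paper reports significant upregulation of the genes of Fig. 1F. Of 12 comparisons, each gene in each lesion, 7 had an adjusted p of at most 0.05 by limma in the scanner files and 10 in the value table. Siglec5 in papilloma had it in neither, and Arg1 in papilloma not in the value table (adjusted p = 0.0958). The paper finds more DEGs in tumor versus tumor skin than in papilloma versus papilloma skin, and the scanner files gave 118 and 3846. It finds most DEGs higher in lesions in both contrasts, and in tumor versus tumor skin 48.3% were higher in the scanner files. It names IFN-γ among the activated upstream regulators in lesions, and the targets tested here had medians of -0.0366 in the scanner files and -0.0181 in the value table in lesions versus skin. By stage they were -0.436 in tumor and 0.413 in papilloma in the scanner files, and 0.215 and -0.203 in the value table, so that each source had a rise at 1 stage. It places immune suppression predominantly at the tumor stage, and in tumor versus papilloma that list had medians of -0.204 and -0.165. It separates lesions from skin along PC1, and in the scanner files tumor and tumor skin arrays overlapped there.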

Other observations

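The tests of the compressed arrays and of the columns without a matching file were chosen only after the result was seen, while those of the DEG counts and of other splits were written before it.

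On papilloma skin 1, tumor skin 1 and tumor 1 the signal range was compressed. An effect of slide 1 on all of its arrays is argued against by papilloma 1, on the same slide, whose spike-in slope was 1.041. A difference between the neutrophil groups is argued against by the second arrays of the same groups, of which at most 63.52% of probes were well above background. A change in the labeling, hybridization or scanning of single arrays stays open. The slope, at most 0.8944 on the 3 arrays, is what set them apart, so that it is no test of this.

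The columns papilloma skin 1 and tumor 1 of the value table did not follow their scanner files. Correction of a slide effect by the authors is argued against, since differences between arrays of a slide that include 1 of them correlated with the table by at most 0.628. An exchange of labels among the 9 files is argued against too, since the best match of either column reached a rho of 0.942, below those of the other columns with their best files. Other hybridizations of the same RNA could lie behind these columns, and this cannot be told apart from other sources, since 0 of the files match them closely. For papilloma 2 and papilloma 3 the values are consistent with exchanged labels, as differences within slides correlated by at least 0.989 after the exchange. Which of the sources carries the exchange is open, and both arrays are of the same group.

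Fewer DEGs in tumor versus tumor skin came from the scanner files than from the value table. That the 2 columns without a matching file account for this is argued against by the 1759 DEGs from the other 7 columns. Whether the compressed arrays account for it stays open, since the other 6 arrays gave 0 DEGs with limma and 2 residual degrees of freedom, with 7888 probes at an unadjusted p under 0.05. For papilloma versus papilloma skin, whether an understated spread after ComBat contributes to the DEGs that a slide term does not give stays open. On simulated arrays with no changed probe 135 were called, whereas with 3 compressed and noisy arrays 0 were called in this contrast and 4903 unchanged probes in tumor versus tumor skin.

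Lesions versus skin gave 1583 DEGs from the scanner files, and 17 of 100 splits of the arrays into 5 and 4, the real one included, gave as many, up to 13472, so that chance cannot be excluded. Without slide correction the count was 13, reached by 3 of 100, again with the real one. In the value table it was 1818, reached by 1 of 100 splits, the real one, with at most 524 from another. Chance can be excluded there only if the table was not corrected with the groups given, which would favor the real split and which the methods leave open. ComBat was run anew for each split of the scanner files but not of the table. The split of slide 1 against the other slides gave 8 DEGs with limma without slide correction, fewer than the 13. After a correction for slides this split is fixed near none and tells nothing.

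Marker lists of other cells were set against random lists in lesions versus skin. Neutrophil genes had medians of -0.324 in the scanner files and -0.261 in the value table, monocyte and macrophage genes -0.334 and -0.671, dendritic cell genes 0.092 and -0.296, T cell genes -0.265 and -0.34, and mast cell genes 0.487 and 0.104. The middle 95% of random lists ran from -0.214 to 0.372 and from -0.244 to 0.335 for the neutrophil list. In the same order it was -0.269 to 0.57 and -0.232 to 0.338 for monocytes and macrophages. It was -0.332 to 0.66 and -0.256 to 0.332 for dendritic cells, and -0.304 to 0.672 and -0.26 to 0.391 for T cells. For mast cells it was -0.435 to 0.758 and -0.318 to 0.496. In the scanner files all but the neutrophil list joined stages of opposite sign. In tumor versus tumor skin their medians were -1.04, -0.714, -0.707 and -0.633 in the order given. In papilloma versus papilloma skin they were 0.048, 0.828, 0.478 and 1.16.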
